# Major Transcriptome Reprogramming Underlies Floral Mimicry Induced by the Rust Fungus *Puccinia monoica* in *Boechera* *stricta*

**DOI:** 10.1371/journal.pone.0075293

**Published:** 2013-09-17

**Authors:** Liliana M. Cano, Sylvain Raffaele, Riston H. Haugen, Diane G. O. Saunders, Lauriebeth Leonelli, Dan MacLean, Saskia A. Hogenhout, Sophien Kamoun

## Abstract

*Pucciniamonoica* is a spectacular plant parasitic rust fungus that triggers the formation of flower-like structures (pseudoflowers) in its Brassicaceae host plant *Boechera* *stricta* . Pseudoflowers mimic in shape, color, nectar and scent co-occurring and unrelated flowers such as buttercups. They act to attract insects thereby aiding spore dispersal and sexual reproduction of the rust fungus. Although much ecological research has been performed on *P* *. monoica* -induced pseudoflowers, this system has yet to be investigated at the molecular or genomic level. To date, the molecular alterations underlying the development of pseudoflowers and the genes involved have not been described. To address this, we performed gene expression profiling to reveal 256 plant biological processes that are significantly altered in pseudoflowers. Among these biological processes, plant genes involved in cell fate specification, regulation of transcription, reproduction, floral organ development, anthocyanin (major floral pigments) and terpenoid biosynthesis (major floral volatile compounds) were down-regulated in pseudoflowers. In contrast, plant genes involved in shoot, cotyledon and leaf development, carbohydrate transport, wax biosynthesis, cutin transport and L-phenylalanine metabolism (pathway that results in phenylethanol and phenylacetaldehyde volatile production) were up-regulated. These findings point to an extensive reprogramming of host genes by the rust pathogen to induce floral mimicry. We also highlight 31 differentially regulated plant genes that are enriched in the biological processes mentioned above, and are potentially involved in the formation of pseudoflowers. This work illustrates the complex perturbations induced by rust pathogens in their host plants, and provides a starting point for understanding the molecular mechanisms of pathogen-induced floral mimicry.

## Introduction

Many phytopathogens have evolved the ability to manipulate host plants to acquire nutrients and evade host defenses. These include microbes that possess the ability to cause dramatic morphological and physiological changes in their hosts. These changes can even lead to behavioral manipulation of a third organism, which is often an insect vector. Organisms with this "long-reach" phenotype include several species of obligate plant pathogenic bacteria and fungi. One example is the Aster Yellows phytoplasma strain Witches’ Broom (AY-WB), which infects a broad range of plant hosts [1,2] and induces a variety of morphological changes. These include the conversion of floral organs into leaves (phyllody), clustering of stems and branches (witches’ broom), green pigmentation of non-green flower tissues (virescence) and growth of elongated stalks (bolting) [1]. These morphological changes are thought to entice egg-laying insects to visit infected plants where they feed on contaminated tissue and transmit bacteria to new host plants [3,4]. Another example is the rust fungus *Pucciniamonoica* that manipulates its plant host *Boechera* *stricta* (syn. *Arabis* *drummondii* ) to create elaborate pseudoflowers. These structures are completely novel to the plant’s native architecture [5] and act to lure pollinators from co-blooming plant species by offering olfactory incentives and a sugary reward [5]. Pollinator visits are essential for the completion of the sexual reproductive cycle of the fungus as they transfer spores of opposite mating types between pseudoflowers [5].

Despite recent advances in our understanding of the molecular mechanisms underlying pathogen-derived host manipulation, little is known regarding the transcriptional changes that occur in plants upon infection by pathogens that cause developmental reprogramming. To address this, we examined the effect of *P* *. monoica* infection on its host plant *B* *. stricta* , a close relative of *Arabidopsis* . *B* *. stricta* belongs to the Brassicaceae and grows mainly in the alpine regions of western North America [6]. In late summer, wind-borne basidiospores of *P* *. monoica* , produced on an unknown primary host grass, systematically infect the apical meristem of *B* *. stricta* , its secondary host [5,7]. *P* *. monoica* infection inhibits flowering and radically transforms *B* *. stricta* morphology, manipulating it to produce yellow flower-like structures that mimic true flowers of the unrelated co-blooming buttercups, *Ranunculus* *inamoenus* [8,9]. Although these pseudoflowers are visually similar in size, shape, color, and nectar production to true buttercup flowers, they produce a distinct sweet fragrance that attracts insect visitors [8,10,11]. Due to the heterothallic nature of *P* *. monoica* , these spore-laden insect visitors are critical to completion of the pathogens life cycle [5,12].

*B* *. stricta* is a close relative of the model plant *Arabidopsis thaliana*, therefore we can utilize the extensive genomic resources available for *A. thaliana* to study *P* *. monoica* - *B* *. stricta* interactions [13,14]. To this aim, we employed *A. thaliana* whole-genome microarrays to analyze transcriptional changes in *B* *. stricta* gene expression upon *P* *. monoica* infection. We used a NimbleGen microarray to determine the expression levels of transcripts isolated from *P* *. monoica* -induced pseudoflowers (‘Pf’), uninfected *B* *. stricta* flowers (‘F’), and uninfected *B* *. stricta* stems and leaves (‘SL’). To compare relative gene expression levels we used Rank Products (RP) protocols [15]. This analysis identified 1036 and 910 genes that showed significant changes in expression in comparisons between ‘Pf’ vs. ‘SL’ and ‘F’ vs. ‘SL’ respectively. Next, we performed an enrichment analysis of Gene Ontology terms describing Biological Processes (GOBP) using BiNGO in Cytoscape on these gene sets [16]. We found a total of 256 and 199 GOBP terms significantly enriched in ‘Pf’ vs. ‘SL’ and ‘F’ vs. ‘SL’ comparisons, respectively. Among 256 key biological processes, we identified 31 gene candidates (20 up-regulated, and 11 down-regulated) showing significant alterations in expression between pseudoflowers ‘Pf’ and uninfected *B* *. stricta* stems and leaves ‘SL’. These included genes involved in (i) leaf, stem and flower development, (ii) organ symmetry, (iii) metabolism of sugars, (iv) transport of sugars and lipids, and (v) wax and volatiles synthesis.

Our findings point to major reprogramming of the *B* *. stricta* transcriptome during infection, with several key biological processes acting as targets that could account for *P* *. monoica* -induced pseudoflower formation. This study is a crucial step towards understanding how this rust fungus manipulates its host plant at the molecular level and how such “long-reach” pathogens act to indirectly manipulate insect vectors to achieve sexual reproduction.

## Results and Discussion

### Gene expression profiling of pseudoflowers

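Pseudoflowers ('Pf') are the clusters of modified leaves that the rust P. monoica induces on infected B. stricta plants. They were compared with stems and leaves ('SL') and with flowers ('F') of uninfected plants collected in the field. There were 3 Pf, 3 SL and 2 F samples, and the cDNA of each sample, made with the dye Cy3, was hybridised to 1 array. The paper names TRIzol for the RNA extraction, whereas the sample labels name a column kit for plant RNA with a DNase step. The labels call the tissue of the Pf samples infected leaves. The array service normalised the probe intensities with RMA, which corrects the background, equalises the arrays and summarises the probes of a gene into 1 linear value. The array carried 30361 genes, of which 5 had 1 probe, 19073 had 2 and 11283 had 3. The probes follow A. thaliana sequences, so a B. stricta gene that differs from its A. thaliana counterpart gives a weaker signal on every array. Levels were therefore compared for the same gene between groups and never between genes. The log2 of each RMA value was fitted with limma as 3 group means over the 8 arrays, and p-values were adjusted over all genes by the Benjamini-Hochberg method with a threshold of 0.05. A difference of 1 on this scale is a doubling. The median log2 value of an array lay between 10.46 and 10.54, and the median SD of a gene was 0.140 among SL arrays (n = 3), 0.0955 among F arrays (n = 2) and 0.155 among Pf arrays (n = 3). The number of arrays limits the precision of every difference. The sources call the samples biological replicates, but whether each came from a separate plant is not given in the sources used here, so the p-values measure the spread between these samples only. The array numbers fall into 2 runs, here called array sets: SL replicates 1 and 2 with both F arrays, and SL replicate 3 with the 3 Pf arrays. With array set as a block, Pf is therefore compared with SL replicate 3 alone, and F with SL replicates 1 and 2. Pf vs F is then the difference between those comparisons. The comparisons, their tests, the 42 gene lists and the alternative settings were chosen before the data were examined and the tests of technical explanations after the results were seen, and the log2 values of the paper's tables had been seen. On the principal component map of the 8 arrays, the first component (42.1% of the variance) separated F from Pf, and the second (30.6%) separated SL from both.

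**Figure D1:**
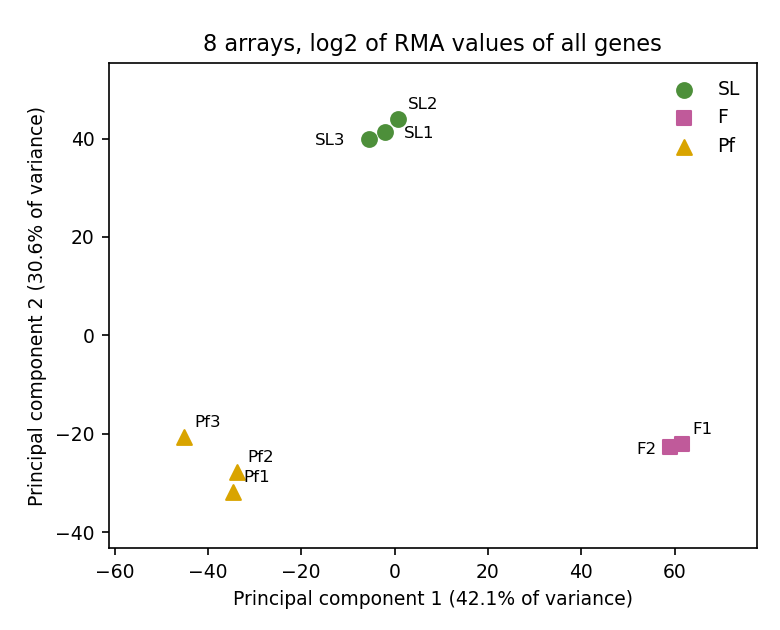
Principal component map of the 8 arrays from the log2 RMA values of all genes, with the first component on the x axis and the second on the y axis. Each point is 1 array, and the 3 SL, 2 F and 3 Pf arrays lie in separate groups.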

To identify changes in *Boechera* *stricta* gene expression in *Pucciniamonoica* -induced pseudoflowers we hybridized cDNA to a customized NimbleGen expression array covering all predicted coding genes in the *Arabidopsis thaliana* genome, a close relative of *B* *. stricta* . Samples were collected as follows: (i) uninfected plant stems and leaves (‘SL’), (ii) uninfected plant flowers (‘F’) (Figure 1A) and (iii) pseudoflowers from *P* *. monoica* -infected plants (‘Pf’) (Figure 1B). 

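The genes most up-regulated in Pf included ATEXT4, RNS1, XTH6 and PNP-A, and At5g50260 fell furthest. ATEXT4 (At1g76930), which encodes an extensin of the cell wall, was 3.80 higher in Pf than in SL on the log2 scale (SE 0.80, n = 3 and 3, adjusted p = 0.011 from limma). RNS1 (At2g02990), a secreted ribonuclease, was higher by 2.84 (SE 0.29, adjusted p = 7.12e-04 from limma), and XTH6 (At5g65730), a xyloglucan-modifying enzyme, by 2.76 (SE 0.17, adjusted p = 1.04e-04 from limma). PNP-A (At2g18660), a secreted natriuretic peptide, was up-regulated in both organs, by 2.64 in Pf and 2.24 in F. At5g50260, annotated as a cysteine proteinase, had a log2 difference of -4.30 in Pf (SE 0.45, adjusted p = 7.5e-04 from limma). PDR5 (At2g37280), an ABC transporter of the pleiotropic drug resistance type, was down-regulated in Pf (log2 -3.46) and in F (log2 -3.66), and so was the calmodulin-binding protein gene IQD10 (At3g15050, log2 -3.43 and -4.13). In F, the NAC transcription factor gene anac025 (At1g61110) rose by 4.93, while At1g13635, annotated as a DNA glycosylase, had a log2 difference of -5.69 (SE 0.79, adjusted p = 0.00214 from limma). Across all genes, limma called 6997 in Pf vs SL and 3729 in F vs SL. The Rank Products test, run on the same values with 5000 permutations and a false discovery rate (FDR) of 0.05 as in the study, called 928 and 804. With array set as a block, limma called 2970 genes in Pf vs SL and the call of ATEXT4 was lost (adjusted p = 0.151 from limma). The Pf vs SL count was 4631 without SL replicate 1 and 3456 without SL replicate 2, and the F vs SL count was 2224 without SL replicate 2, 1862 without F replicate 1 and 1669 without F replicate 2.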

Using a Rank Products (RP) analysis, we identified 1036 genes (Table S1) and 910 genes (Table S2) showing significant differential expression in the ‘Pf’ vs. ‘SL’ and ‘F’ vs. ‘SL’ comparisons, respectively (Figure 2A-B). Among these, a total of 790 genes showed differential expression in the ‘Pf’ vs. ‘SL’ comparison alone, and 664 showed differential expression only in the ‘F’ vs. ‘SL’ comparison (Figure 2C).

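Many genes changed in one comparison and did not pass the test in the other. MAX1 (At2g26170), a cytochrome P450 of the strigolactone pathway, rose by 1.06 in Pf over SL (SE 0.17, n = 3 and 3, adjusted p = 0.0034 from limma) against 0.11 in F (n = 2), and Pf exceeded F by 0.95 (adjusted p = 0.00761 from limma, or 0.166 with array set as a block). SVP (At2g22540), a repressor of flowering, had a log2 difference of -0.81 in F against 0.05 in Pf, and FLC (At5g10140), another flowering repressor, rose by 0.59 in F against -0.21 in Pf. SUS2 (At5g49190), a sucrose synthase, and TCP5 (At5g60970), a leaf growth regulator, went opposite ways, rising in Pf (by 0.84 and 0.90) and falling in F (log2 -0.64 and -1.12). Both comparisons together called 311 genes up and 954 down, with 157 called in opposite directions. A further 5575 genes were called in Pf vs SL alone and 2307 in F vs SL alone. A call in one comparison and none in the other does not show a difference between Pf and F, so that difference was tested: 3766 of the 5575 genes differed between Pf and F in the direction of their change in Pf, and 1778 of the 2307 in the direction of their change in F. These genes were chosen and tested on the same arrays, so the counts are not independent evidence, and with array set as a block Pf vs F gave 1079 calls in all against 8202 without it. Both comparisons use the same SL arrays, and part of the excess of shared calls may come from them. In 20 simulations of unchanged groups against these SL arrays no shared call arose, and the correlation of log2 differences across genes was 0.453 against 0.316 observed, with a covariance of 0.0172 against 0.0723. Unchanged groups give few calls of any kind at this threshold. Their lack of shared calls therefore cannot show how many of the observed ones come from the common SL arrays. Independent lists of these sizes would share 228.4 genes up and 197.2 down, with 433.7 opposite. By Rank Products, 235 genes were called in both comparisons, 693 in Pf vs SL alone and 569 in F vs SL alone. The difference of MAX1 between Pf and F lost its call without F replicate 1, that of FLC in F without SL replicate 2 or F replicate 1, that of TCP5 in F without F replicate 2 and that of SUS2 in F without any one SL or F array and with the block (adjusted p = 0.105 from limma). The count of genes called in both comparisons in one direction, 1265, was 587 with the block (99 up and 488 down), which gives the comparisons separate SL arrays, 792 without SL replicate 1, 628 without SL replicate 2, 696 without F replicate 1 and 624 without F replicate 2.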

**Figure 1:**
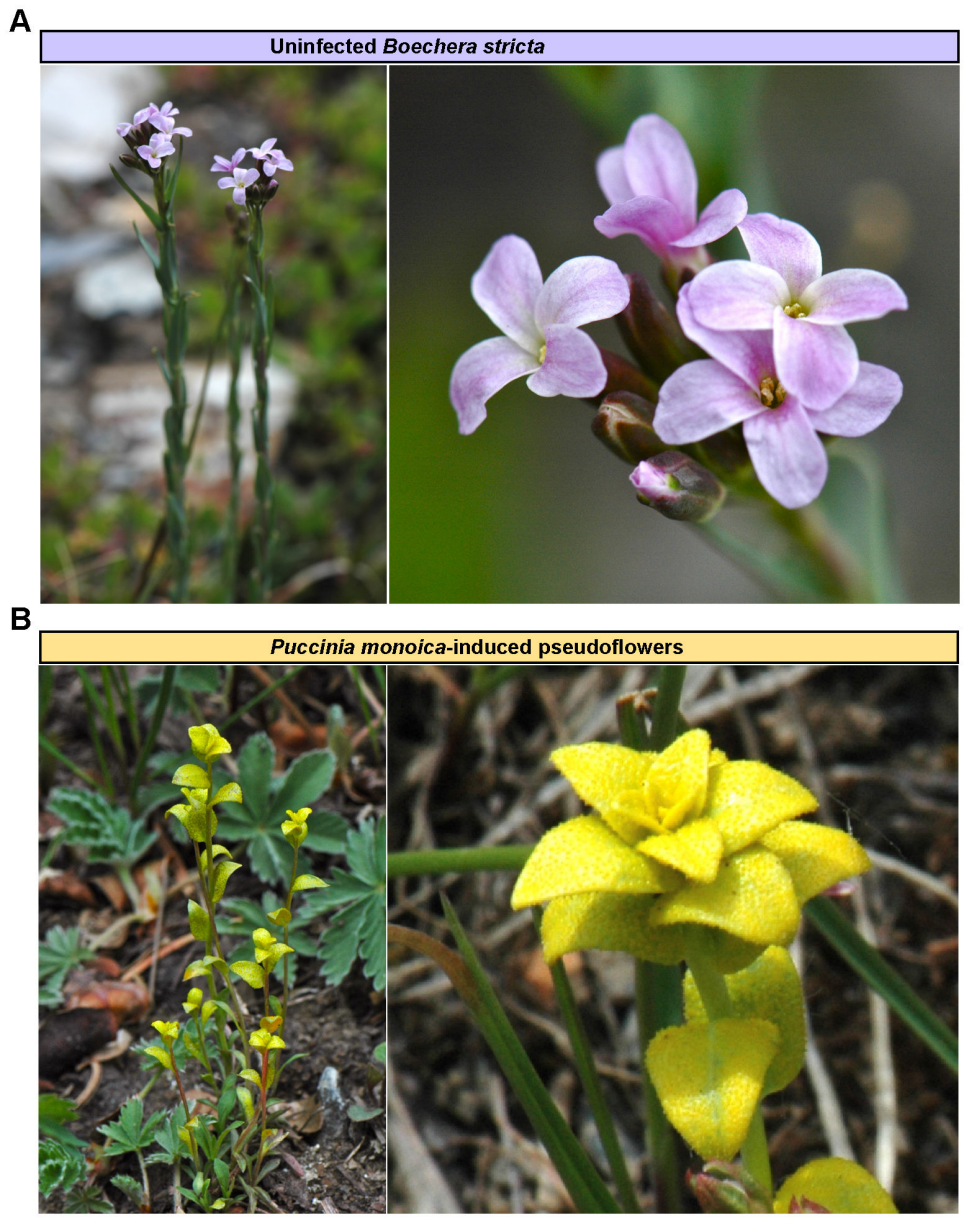
Illustration of floral mimicry produced by the pseudoflower-forming rust fungus *Pucciniamonoica* . (**A**) Picture of uninfected flowering *Boechera* *stricta* plant (left) and a close up picture of its light pink flowers (right). (**B**) Pictures of vegetative tissues of *B* *. stricta* plants that produce pseudoflowers upon infection with *Pucciniamonoica* (left) and a close up of a yellow *P* *. monoica* pseudoflower (right). Samples from *B* *. stricta* (**A**) and pseudoflowers (**B**) were collected near Gunnison, Colorado, United States of America.

**Figure 2:**
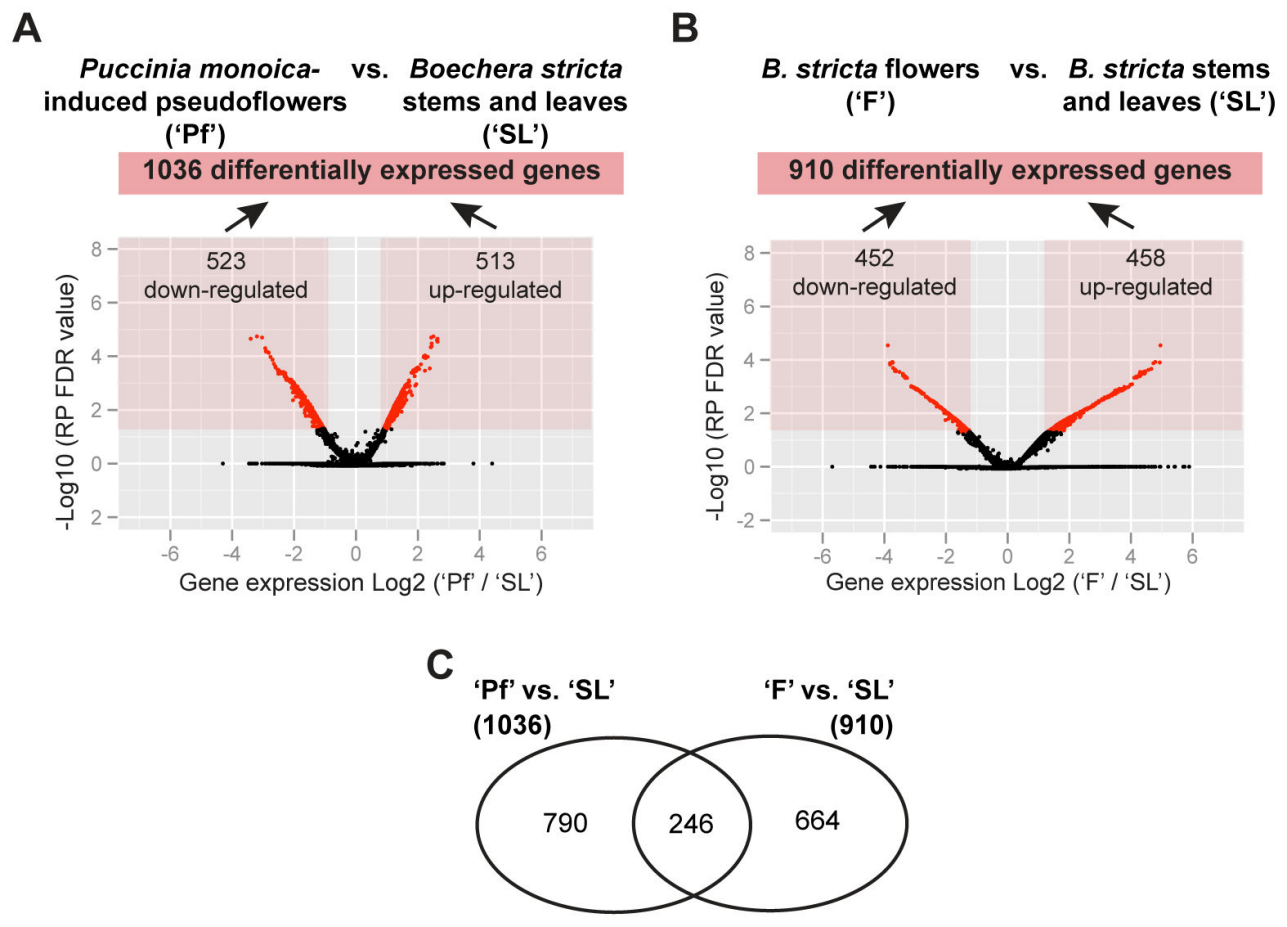
Differentially expressed genes in pseudoflowers and uninfected *Boechera* *stricta* flowers using rank products (RP) analysis. (**A**) Volcano plots showing changes in gene expression in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) vs. uninfected *Boechera* *stricta* plant stems and leaves (‘SL’). (**B**) Volcano plots showing changes in gene expression in uninfected *B* *. stricta* flowers (‘F’) vs. uninfected *B* *. stricta* stems and leaves (‘SL’). Each point in the volcano plot represents changes in gene expression from a single *Arabidopsis thaliana* gene. Red points indicate genes that are significantly up or down-regulated with a RP FDR value < 0.05. X-axis correspond the log_2_ ratio (‘Pf’/’SL’ or ‘F’/’SL’ comparison) and the y-axis correspond to the –log_10_ of RP FDR value. (**C**) Venn diagram showing number of genes that are differentially regulated specifically in ‘Pf’ vs. ‘SL’ and ‘F’ vs. ‘SL’ comparisons.

RP analysis generated two RP FDR values for each gene indicating the probability of being up or down-regulated [15]. Of the 1036 genes present in the ‘Pf’ vs. ‘SL’ comparison, we determined 513 to be up-regulated and 523 to be down-regulated (with RP FDR values < 0.05) (Figure 2A and Table S1). 

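Up-regulated genes in Pf included ALD1 (At2g13810), which acts in the synthesis of the defence signal pipecolic acid, EXPA1 (At1g69530), a cell wall expansin, and NAP (At1g69490), a NAC factor that promotes leaf senescence. ALD1 rose by 1.29 over SL (SE 0.18, n = 3 and 3, adjusted p = 0.00203 from limma), EXPA1 by 1.22 (SE 0.17, adjusted p = 0.00223 from limma) and NAP by 1.26 (SE 0.21, adjusted p = 0.00442 from limma). Down-regulated genes included GA2OX1 (At1g78440), an enzyme that inactivates gibberellins, with a log2 difference of -2.04 (SE 0.26, adjusted p = 0.00154 from limma). CBF1 (At4g25490), a regulator of the cold response, had a log2 difference of -1.15 (SE 0.20, adjusted p = 0.00534 from limma), with an adjusted p of 0.0769 from limma with array set as a block. Rank Products called 457 genes up and 471 down in Pf vs SL, and limma 3988 up and 3009 down. The limma split depended on the scaling: with the arrays centred on their medians 3062 genes were up and 3827 down, and after cyclic loess 3116 were up and 3249 down.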

In the ‘F’ vs. ‘SL’ comparison, out of the pool of 910 differentially expressed genes, 458 genes were up-regulated and 452 down-regulated (Figure 2B and Table S2).

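Among the genes up-regulated in F were the pollen genes SHT and AHA6, and among those down-regulated were pEARLI 1 and SOC1. SHT (At2g19070), which makes the spermidine conjugates of the pollen coat, was 5.21 higher in F than in SL on the log2 scale (SE 0.22, n = 2 and 3, adjusted p = 3.37e-06 from limma), and the proton pump gene AHA6 (At2g07560) was 5.69 higher (SE 0.16, adjusted p = 3.64e-07 from limma). Among the genes that fell, pEARLI 1 (At4g12480), a lipid transfer protein, had a log2 difference of -4.43 (SE 0.33, adjusted p = 7.47e-05 from limma). SOC1 (At2g45660), an integrator of flowering signals, had a log2 difference of -1.35 (SE 0.13, adjusted p = 3.49e-04 from limma). In F vs SL, 332 genes were up and 472 down by Rank Products, and 1739 were up and 1990 down by limma. Without F replicate 1 Rank Products called 144 genes in all, and without F replicate 2 it called 157.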

### Validation of a subset of genes differentially regulated in pseudoflowers by qRT-PCR

To test for the robustness of the gene regulation patterns we observed by microarrays analysis, we validated by qRT-PCR the expression of a subset of seven genes that are differentially regulated in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) compared to uninfected *Boechera* *stricta* stems and leaves (‘SL’) (Figure 3). We selected *TEOSINTE BRANCHED1, CYCLOIDEA, and PCF TRANSCRIPTION FACTOR3 TCP3* (At1g53230), *ALTERED MERISTEM PROGRAMMING1 AMP1* (At3g54720), *KNOTTED-LIKE1 KNAT1* (At4g08150) and *FLOWERING LOCUS T FT* (At1g65480) genes as representatives of host cell developmental processes altered in pseudoflowers (‘Pf’) such leaf morphogenesis, pattern and cell specification, respectively (Table 1, see discussion below). Also, we selected *SUGAR TRANSPORTER1* (*SWEET1*, At1g21460) and *SUGAR TRANSPORTER15* (*SWEET15*, At5g13170) genes involved in carbohydrate transport and *TYROSINE TRANSAMINASE* enzyme-encoding gene (*TT*, At4g23590) that participates in organic volatile compounds synthetic pathway (Table 1). These seven genes were also selected as examples of the different modes of regulation in gene expression observed in ‘Pf’. *TCP3*, *SWEET1*, *SWEET15* and *TT* genes are up-regulated in pseudoflowers whereas *AMP1*, *KNAT1* and *FT* are down-regulated and these observations support the expression patterns found by microarray analysis (Figure 3). Even though small differences were found in the strength of the changes of gene expression in pseudoflowers compared to uninfected *B* *. stricta* stems and leaves, the overall expression patterns from qRT-PCR were very similar and matches the data obtained from the microarray analysis (Figure 3).

**Figure 3:**
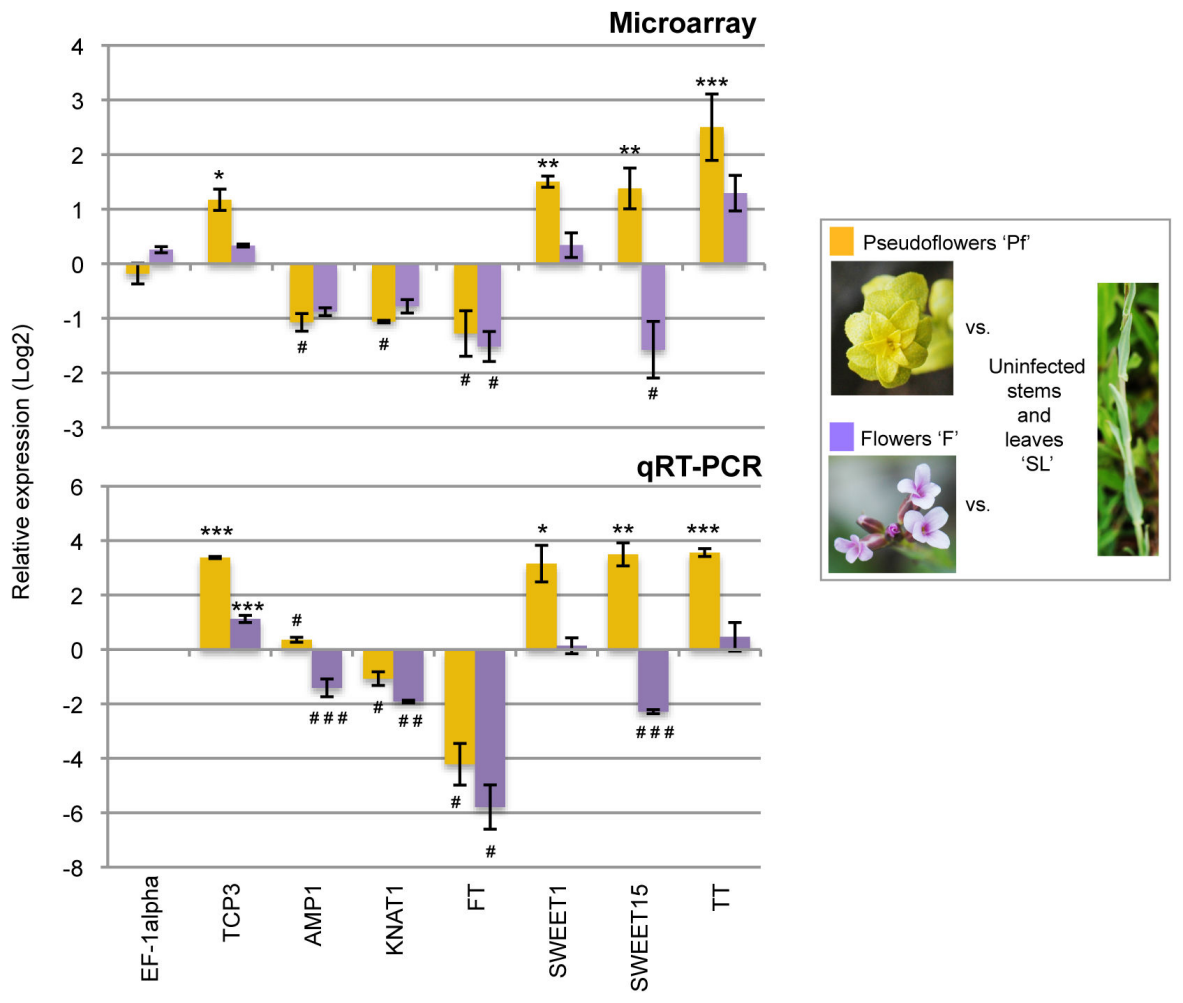
qRT-PCR validation of differentially expressed genes in pseudoflowers. Quantitative Real Time PCR (qRT-PCR) on a panel of seven genes was used to verify the transcriptional changes observed by microarray analysis. Consistent with the microarray results, expression of *TEOSINTE* *BRANCHED1, CYCLOIDEA, and* *PCF* *TRANSCRIPTION* *FACTOR3* (*TCP3*, At1g53230), *SUGAR* *TRANSPORTER1* (*SWEET1*, At1g21460), *SUGAR* *TRANSPORTER15* (*SWEET15*, At5g13170) and *TYROSINE* *TRANSAMINASE* enzyme encoding gene (*TT*, At4g23590) genes was up-regulated in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) compared to *B* *. stricta* stems and leaves (‘SL’), while *ALTERED* *MERISTEM* *PROGRAMMING1* (*AMP1*, At3g54720), *KNOTTED-LIKE1* (*KNAT1*, At4g08150) and *FLOWERING* *LOCUS* *T* (*FT*, At1g65480) genes was down-regulated (see Table 1). In addition, *SWEET15* and *FT* genes were confirmed to be down-regulated in uninfected *B* *. stricta* flowers (‘F’) compared to ‘SL’ as shown by microarray analysis (see Table S2). To indicate the mode of regulation we used two symbols: ‘*’ for significant up-regulation and ‘^#^’ for significant down-regulation. The number of symbols indicates level of significance: one for *P* < 0.05, two for *P* < 0.01 and three for *P* < 0.001. The error bars represents standard error of the mean.

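On the arrays, SWEET15 and FT were lower in the 2 F samples than in the 3 SL samples, and the 2 F values of each gene lay far apart. SWEET15 (At5g13170), a sucrose exporter, had a mean log2 RMA value of 11.92 ± 0.79 (SD, n = 2) in F and 13.49 ± 0.23 (SD, n = 3) in SL, a log2 difference of -1.58 (SE 0.37, adjusted p = 0.0243 from limma). FT (At1g65480), the mobile activator of flowering, measured 9.56 ± 0.62 (SD, n = 2) in F and 11.08 ± 0.17 (SD, n = 3) in SL, a log2 difference of -1.52 (SE 0.34, adjusted p = 0.0205 from limma). Both calls were lost without any one of SL replicates 1, 2 or 3 or F replicate 2. In the fit with array set as a block the adjusted p from limma was 0.0759 for SWEET15 and 0.0515 for FT.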

**Table 1:** *Arabidopsis thaliana* homologs of *Boechera* *stricta* genes with altered expression in pseudoflowers.

**Gene ID**	**Gene name**	**Common name**	**Classification used in this study**	**Expression in pseudoflowers^a^**	**Log_2_**	**RP FDR value^b^**	**GOBP^c^**	**GOBP description^c^**
At4g18390	*TEOSINTE BRANCHED1, CYCLOIDEA, and PCF TRANSCRIPTION FACTOR2*	*TCP2*	De-differentiation of infected mesophyll cells	Up-regulated	1.25	9.44E-03	9965	Leaf morphogenesis
At1g53230	*TEOSINTE BRANCHED1, CYCLOIDEA, and PCF TRANSCRIPTION FACTOR3*	*TCP3*	De-differentiation of infected mesophyll cells	Up-regulated	1.17	1.38E-02	9965	Leaf morphogenesis
At3g54720	*ALTERED MERISTEM PROGRAMMING1*	*AMP1*	De-differentiation of infected mesophyll cells	Down-regulated	-1.07	4.21E-02	7389	Pattern specification process
At2g29125	*ROTUNDIFOLIA-LIKE2*	*RTFL2*	Alteration of the rate of cell proliferation	Up-regulated	1.44	3.39E-03	48367	Shoot development
At1g13710	*CYTOCHROME P450 MONOOXYGENASE*	*CYP78A5*	Alteration of coordinated organ growth and symmetry	Up-regulated	1.02	3.86E-02	48366	Leaf development
At2g45190	*FILAMENTOUS FLOWER*	*FIL*	Alteration of vascular patterning and phyllotaxy	Up-regulated	2.23	9.33E-05	10158	Abaxial cell fate specification
At1g01030	*NGATHA3*	*NGA3*	Alteration of vascular patterning and phyllotaxy	Up-regulated	1.17	1.11E-02	48367	Shoot development
At1g30490	*PHAVOLUTA*	*PHV*	Alteration of vascular patterning and phyllotaxy	Down-regulated	-1.07	4.22E-02	10051	Xylem and phloem pattern formation
At1g52150	*INCURVATA4*	*ICU4*	Alteration of vascular patterning and phyllotaxy	Down-regulated	-1.12	3.27E-02	10051	Xylem and phloem pattern formation
At3g07970	*QUARTER2*	*QRT2*	Inhibition of flower differentiation and maturation	Up-regulated	0.93	4.14E-02	48869	Cellular developmental process
At4g08150	*KNOTTED-LIKE1*	*KNAT1*	Inhibition of flower differentiation and maturation	Down-regulated	-1.06	4.54E-02	1708	Cell fate specification
At2g27990	*POUND-FOOLISH*	*PNF*	Inhibition of flower differentiation and maturation	Down-regulated	-1.18	2.93E-02	10076	Maintenance of floral meristem identity
At1g65480	*FLOWERING LOCUS T*	*FT*	Inhibition of flower differentiation and maturation	Down-regulated	-1.28	2.65E-02	3	Reproduction
At2g03710	*SEPATALLA4*	*SEP4*	Inhibition of flower differentiation and maturation	Down-regulated	-1.40	9.58E-03	48437	Floral organ development
At4g37390	*INDOLE-3-ACETIC ACID-AMIDO SYNTHASE2*	*GH3.2*	Alteration of auxin homeostasis	Up-regulated	4.40	0.00E+00	9725	Response to hormone stimulus
At1g59500	*INDOLE-3-ACETIC ACID-AMIDO SYNTHASE4*	*GH3.4*	Alteration of auxin homeostasis	Up-regulated	2.64	2.86E-05	9725	Response to hormone stimulus
At1g70560	*TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS1*	*TAA1*	Alteration of auxin homeostasis	Up-regulated	1.47	4.72E-03	48825	Cotyledon development
At3g14370	*SERINE/THREONINE KINASE*	*WAG2*	Alteration of auxin homeostasis	Up-regulated	1.09	2.12E-02	48825	Cotyledon development
At4g25960	*P-GLYCOPROTEIN2*	*PGP2*	Alteration of auxin homeostasis	Up-regulated	1.04	2.59E-02	55085	Transmembrane transport
At1g51460	*ATP-BINDING-CASSETTE (ABC*)* TRANSPORTER SUPERFAMILY G13*	*ABCG13*	Activation of wax biosynthesis and cutin transport	Up-regulated	2.80	0.00E+00	6869	Lipid transport
At2g15090	*3-KETOACYL-COA SYNTHASE8*	*KCS8*	Activation of wax biosynthesis and cutin transport	Up-regulated	1.31	7.20E-03	6633	Fatty acid biosynthesis
At5g12420	*WAX ESTER SYNTHASE/ACYLCOA: DIACYLGLYCEROL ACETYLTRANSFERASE7*	*WSD7*	Activation of wax biosynthesis and cutin transport	Up-regulated	0.97	4.51E-02	10025	Wax biosynthesis
At5g23940	*CUTICULAR RIDGES*	*DCR*	Activation of wax biosynthesis and cutin transport	Up-regulated	0.94	4.48E-02	6633	Fatty acid biosynthesis
At3g13790	*CELL WALL INVERTASE1*	*cwINV1*	Subversion of sugar metabolism	Up-regulated	2.44	4.29E-05	6950	Response to stress
At1g21460	*SUGAR TRANSPORTER1*	*SWEET1*	Subversion of sugar metabolism	Up-regulated	1.50	1.99E-03	34219	Carbohydrate transmembrane transport
At5g13170	*SUGAR TRANSPORTER15*	*SWEET15*	Subversion of sugar metabolism	Up-regulated	1.38	5.09E-03	34219	Carbohydrate transmembrane transport
At1g68130	*INDETERMINANT DOMAIN14*	*IDD14*	Subversion of sugar metabolism	Down-regulated	-1.18	2.67E-02	45449	Regulation of transcription
At3g43190	*SUCROSE SYNTHASE4*	*SUS4*	Subversion of sugar metabolism	Down-regulated	-2.32	4.39E-04	16051	Carbohydrate biosynthesis
At4g23590	*TYROSINE TRANSAMINASE*	*TT*	Alteration of volatile organic compounds synthesis	Up-regulated	2.50	1.82E-05	6558	L-phenylalanine metabolism
At2g24210	*TERPENE SYNTHASE10*	*TPS10*	Alteration of volatile organic compounds synthesis	Down-regulated	-2.22	7.44E-04	16099	Monoterpenoid biosynthesis
At5g23960	*TERPENE SYNTHASE21*	*TPS21*	Alteration of volatile organic compounds synthesis	Down-regulated	-2.65	1.90E-04	16099	Monoterpenoid biosynthesis

a Expression in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) relative to uninfected *Boechera* *stricta* stems and leaves (‘SL’).

b Rank Product (RP) False Discovery Rate (FDR) values used to estimate differentially expressed genes in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) compared to uninfected *Boechera* *stricta* stems and leaves (‘SL’). Genes with RP FDR value < 0.05 are considered significant.

^c^ Gene ontology terms describing biological processes (GOBP) from *Arabidopsis thaliana* TAIR database version 10 [71].

### Biological processes altered in pseudoflowers

To identify and annotate biological processes altered during the formation of pseudoflowers, we performed Gene Ontology enrichment analysis for terms describing Biological Processes (GOBP). We identified 256 (Table S3) and 199 (Table S4) GOBP terms significantly enriched in the ‘Pf’ vs. ‘SL’ and ‘F’ vs. ‘SL’ comparisons, respectively. These GOBPs for both comparisons are shown in Figure 4A in a network map as circular nodes that are color-coded according to the average expression (red for up-regulated and green for down-regulated).

**Figure 4:**
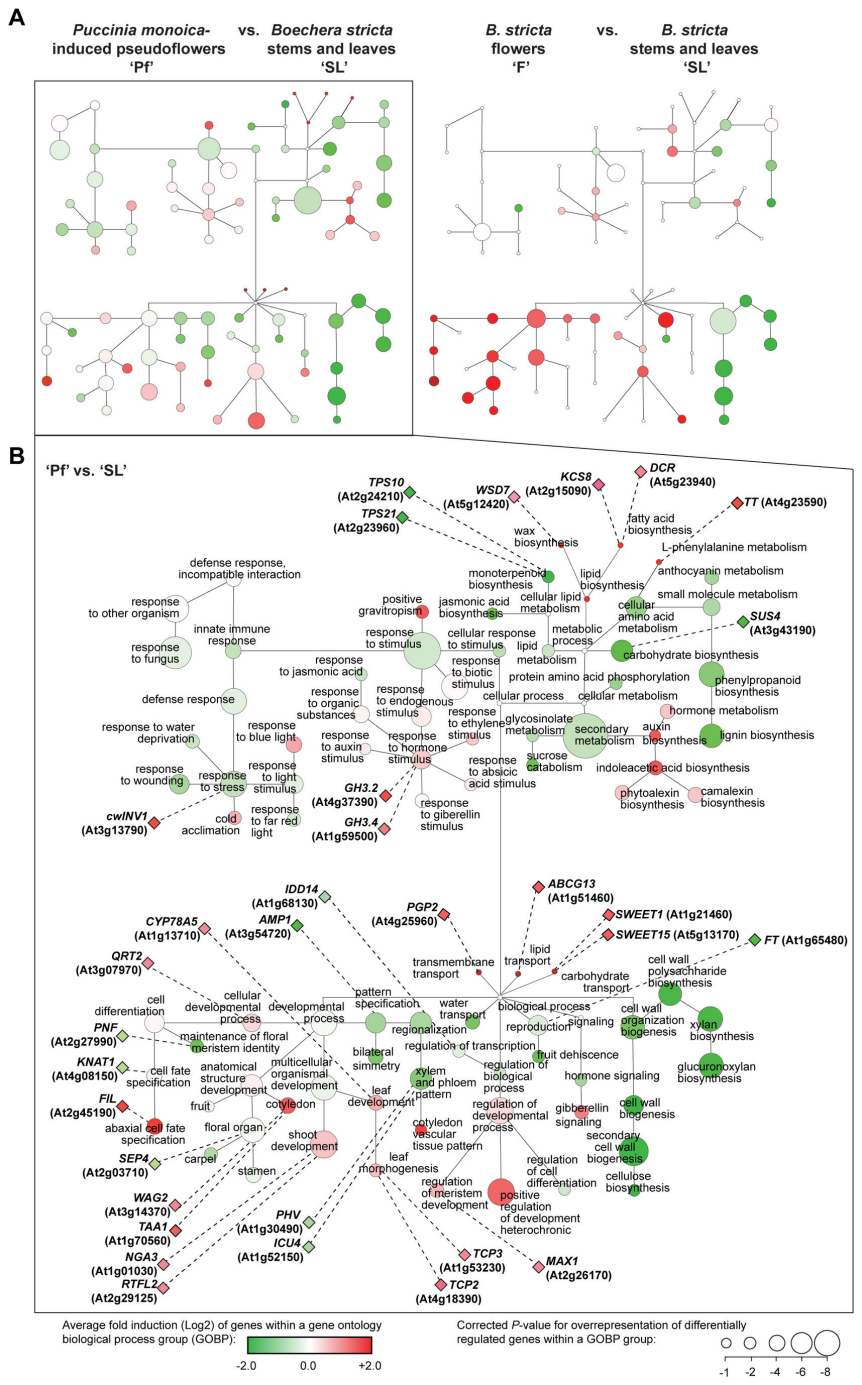
Overview of biological processes altered in pseudoflowers. (**A**) Simplified gene ontology biological processes (GOBP) network showing processes enriched among genes with expression altered in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) compared to uninfected *Boechera* *stricta* stems and leaves (’SL’) and *B* *. stricta* flowers (‘F’) compared to ‘SL’. Node size with average GOBP fold induction (average of log_2_ ratios of all genes within a GOBP in ‘Pf’/’SL’ and ‘F’/’SL’, respectively) from green for average induction folds < 0 that indicates down-regulation to red for average induction folds > 0 that indicates up-regulation (node color). Some nodes and edges have been omitted for clarity. (**B**) Detailed GOBP network showing processes enriched among genes with expression altered in ‘Pf’ vs. ‘SL’. Genes highlighted in the text are indicated with diamonds connected to dashed lines to the processes they are involved in. This network shows same topology as in (**A**).

*P* *. monoica* -infected plants develop an elongated stem with modified leaves instead of flowers [5]. In accordance, we identified genes involved in maintenance and development of floral organs amongst those down-regulated in *P* *. monoica* -induced pseudoflowers. 

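Few genes of floral organ identity changed in Pf, and 4 of the 20 on the list passed the test. SEP2 (At3g02310), a MADS-box factor of floral organs, had a log2 difference of -0.89 between Pf and SL (SE 0.17, n = 3 and 3, adjusted p = 0.00668 from limma). AP1 (At1g69120), which specifies the floral meristem, had a difference of -0.94 (SE 0.27, adjusted p = 0.0344 from limma), and SEP4, also down-regulated, is the list's member in Table 1. SEP1 (At5g15800) rose by 0.47 (SE 0.11, adjusted p = 0.019 from limma). Petal and stamen genes gave differences that did not pass, with -0.25 for AP3 (At3g54340), 0.12 for PI (At5g20240) and 0.45 for SEP3 (At1g24260). The list's median log2 difference was -0.04, the same 4 genes passed when adjusted over the list alone, and the set test camera of limma did not call the list (adjusted p = 0.566). Of 17 genes of the tapetum and pollen wall none passed as lower, and only DRL1 (At4g35420), a reductase of pollen wall precursors, passed as higher (0.59). None passed when adjusted over the list alone, and the list's median was 0.06, turning to -0.01 with median-centred arrays and -0.10 with array set as a block (camera of limma, adjusted p = 0.949). Of 8 nectary genes, the sucrose exporter SWEET9 (At2g39060) rose by 0.59 and the auxin carrier PIN6 (At1g77110) fell (log2 -0.79), the same 2 when adjusted over the list alone, with a median of 0.20, turning to -0.02 with array set as a block (camera of limma, adjusted p = 0.966). SL itself lay below F, with median differences of F over SL of 1.34 (floral organ identity), 2.05 (tapetum and pollen wall) and 3.82 (nectary). Genes already low in SL have little room to fall further. The lack of falls in Pf vs SL therefore cannot show whether floral genes were held down in Pf. In the blocked fit by array set SEP4 and PIN6 kept their calls, and SEP2 (adjusted p = 0.073), AP1 (0.185), SEP1 (0.0644), SWEET9 (0.125) and DRL1 (0.297, all from limma) lost theirs. The call of AP1 was also lost without any one array other than SL replicate 2, that of SEP1 without SL replicate 2 or Pf replicate 1, and that of DRL1 without any one of SL replicates 1 and 2 and Pf replicates 1 and 3.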

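The anthocyanin genes LDOX, UGT75C1 and DFR fell in Pf, and so did the water channel genes PIP1;1 and PIP1;2. LDOX (At4g22880), an anthocyanidin synthase, had a log2 difference of -3.34 between Pf and SL (SE 0.39, n = 3 and 3, adjusted p = 0.00112 from limma), and UGT75C1 (At4g14090), an anthocyanin glucosyltransferase, one of -1.20 (SE 0.18, adjusted p = 0.00298 from limma). DFR (At5g42800), which acts just before LDOX, had a difference of -1.41 (SE 0.23, adjusted p = 0.00374 from limma). Of 17 genes of flavonoid and anthocyanin synthesis, 6 were down-regulated in Pf and 1, the regulator GL3 (At5g41315, 0.65), was up-regulated, or 8 and 2 when adjusted over the list alone. Together they had a median of -0.38 (camera of limma, adjusted p = 0.00924, and adjusted p = 0.639 with an estimated correlation), and -0.12 with array set as a block, when 2 genes passed as down and GL3 as up. Among 17 aquaporins, which transport water across membranes, 7 were down-regulated and 2 up-regulated, the same counts when adjusted over the list alone, with a median of -0.17 (camera of limma, adjusted p = 0.0627). PIP1;1 (At3g61430) had a log2 difference of -1.29 (SE 0.21, adjusted p = 0.00374 from limma), and PIP1;2 (At2g45960) one of -1.13 (SE 0.22, adjusted p = 0.00744 from limma). The 2 up-regulated members were PIP2;5 (At3g54820, 0.69) and TIP2;2 (At4g17340, 0.54). Under the array set block no aquaporin passed and the list's median was -0.07, with adjusted p-values from limma of 0.0575 for PIP1;1 and 0.0522 for PIP1;2, whose difference was then -0.56, and the adjusted p of DFR was 0.0524. PIP2;5 also lost its call with median-centred arrays and without any one of 7 of the 8 arrays, and TIP2;2 did without SL replicate 2.

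**Figure D2:**
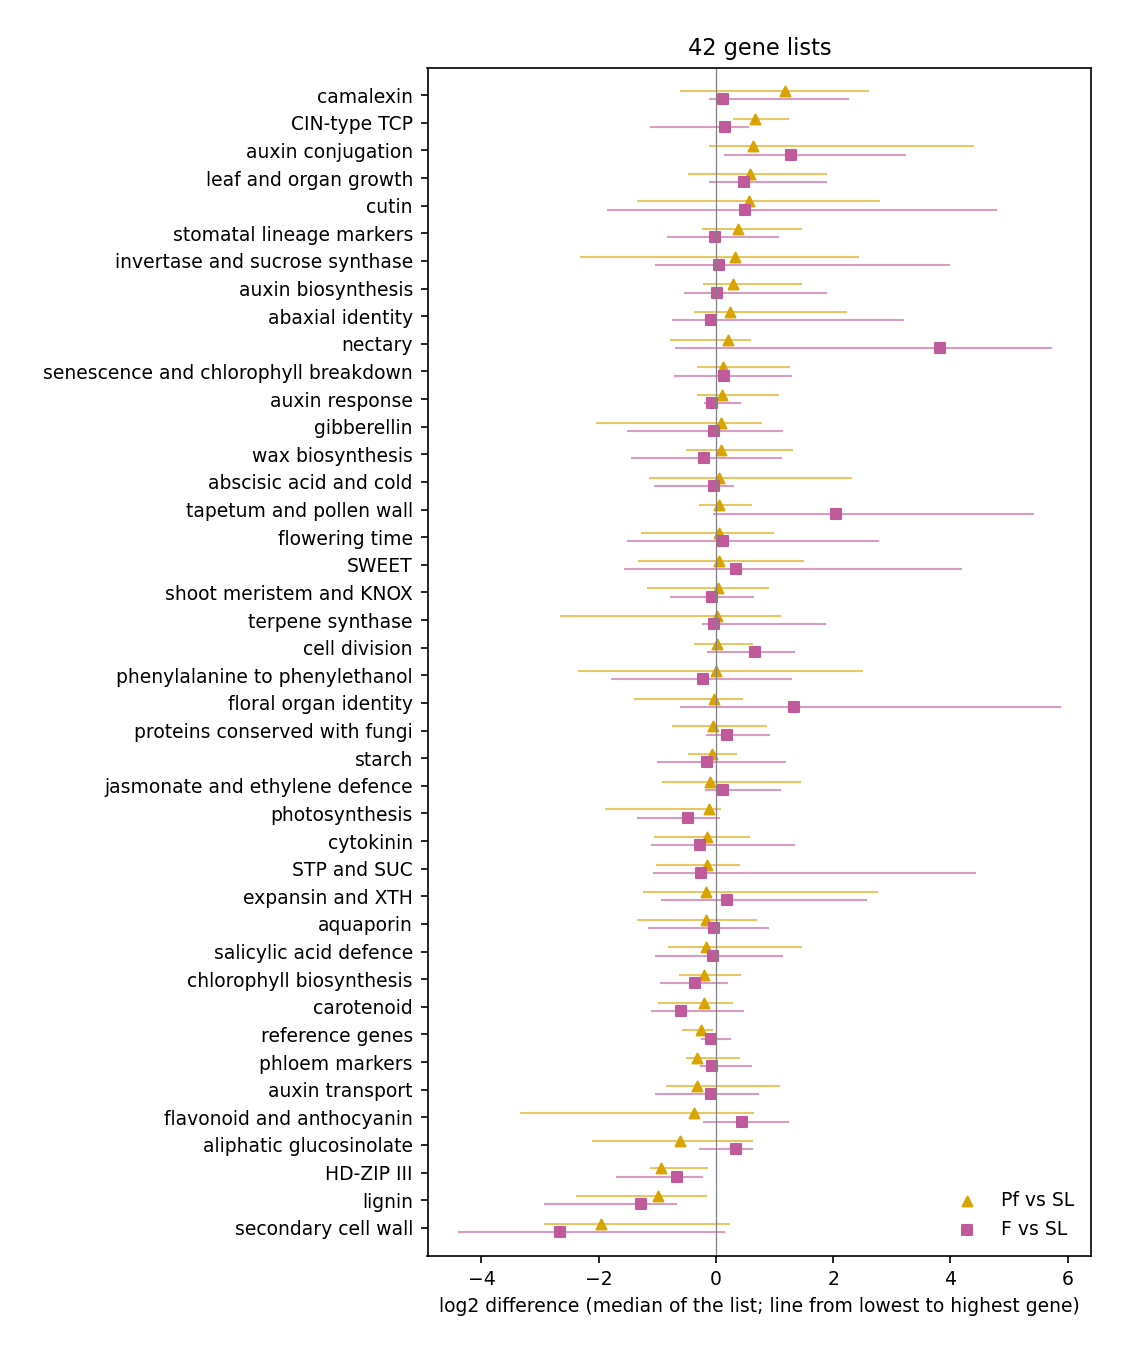
Median log2 difference (x axis) of each of 42 gene lists (y axis) for Pf vs SL (triangles) and F vs SL (squares), with a line from the lowest to the highest gene of the list. The flavonoid and anthocyanin list lies to the left of 0 in Pf (-0.38) and to the right of it in F (0.44).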

Functional groups overrepresented among the genes down-regulated specifically in the ‘Pf’ vs. ‘SL’ comparison, but not in the ‘F’ vs. ‘SL’ comparison, included: (1) reproduction (GO:0000003), (2) floral organ development (GO:0048437), (3) carpel development (GO:0048440), (4) stamen development (GO:0048443), (5) cell fate specification (GO:0001708), (6) maintenance of floral meristem identity (GO:0010076), (7) anthocyanin biosynthesis (GO: 00009718), (8) water transport (GO:0006833), (9) pattern specification (GO:0007389), (10) xylem and phloem pattern formation (GO: 0010051), (11) regulation of transcription (GO:0045449), and (12) monoterpenoid biosynthesis (G0: 0016099) (Figure 4B). Among these processes we highlight the down-regulation of monoterpenoid biosynthetic genes (Figure 4B), which is consistent with the observation that *P* *. monoica* induces the synthesis of chemical attractants unrelated to the native floral scent production of the host [5,10]. 

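The terpene synthases, which make terpenes from prenyl diphosphates, did not move as a family in Pf. Of 19 genes on the list, 3 fell and 3 rose, the same counts when adjusted over the list alone. TPS10 and TPS21, both of Table 1, were down-regulated together with TPS04 (At1g61120), a geranyllinalool synthase with a log2 difference of -0.46. TPS08 (At4g20210) rose by 1.11 over SL (SE 0.12, n = 3 and 3, adjusted p = 7.91e-04 from limma), TPS13 (At4g13300) by 0.73 and TPS18 (At3g14520) by 0.68. The list had a median of 0.02 and a mean of -0.13, its set test pointed up, and the median was -0.04 with median-centred arrays (camera of limma, adjusted p = 0.9989). TPS04 lost its call without any one of the SL arrays or of Pf replicates 2 and 3. With array set as a block TPS04 (adjusted p = 0.119), TPS18 (0.0654, both from limma) and TPS10 did not pass, and the list's median was 0.17.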

The distinct fragrance of pseudoflowers contains both phenylacetaldehyde and phenylethanol; compounds that are chemically different to the terpenoids produced in uninfected flowers, but possess the same ability to efficiently attract pollinators [5,10].

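Several genes that shape leaves and organs were up-regulated in Pf. The CIN-type TCP factors restrain cell proliferation in leaves, and 6 of 8 were up-regulated in Pf over SL with none down, or 8 of 8 when adjusted over the list alone. TCP5 rose with TCP10 (At2g31070, 0.78), TCP4 (At3g15030, 0.54), TCP17 (At5g08070, 0.30) and both TCP genes of Table 1, for a list median of 0.66 (camera of limma, adjusted p = 5.69e-04, and adjusted p = 0.481 with an estimated correlation). Of 13 regulators of leaf and organ growth, 8 were up-regulated and none down, or 9 up and 1 down when adjusted over the list alone, with a median of 0.59 and the same camera values. GRF3 (At2g36400), a growth-regulating factor of leaf cell proliferation, rose by 1.90 (SE 0.26, n = 3 and 3, adjusted p = 0.00193 from limma), ahead of GRF2 (At4g37740, 0.71) and NGA1 (At2g46870, 0.53). The organ growth list also rose in F over SL, with 4 up and none down and a median of 0.47. Its adjusted p there was 5.53e-05 from camera of limma, and 0.1545 with an estimated correlation. Between Pf and F this list had a median of 0.12 and was not called (camera of limma, adjusted p = 0.968). The study chose 2 of the TCP genes and 3 of the organ growth genes on these samples, so neither list is independent evidence of its direction in Pf. Cell division genes did not follow: CYCB1;1 (At4g37490), a mitotic cyclin, rose by 0.63 (SE 0.12, adjusted p = 0.00638 from limma) and no other of 18 passed, or 1 when adjusted over the list alone (median 0.01, or -0.05 with median-centred arrays, mean 0.03 and a set test pointing down, camera of limma, adjusted p = 0.966). SPCH (At5g53210), which starts the stomatal lineage, rose by 1.48 (SE 0.23, adjusted p = 0.0034 from limma) and MUTE (At3g06120), which acts after it, by 0.57, the 2 called of 7 stomatal lineage genes and the same 2 when adjusted over the list alone (median 0.37, camera of limma, adjusted p = 0.118). Fitted with array set as a block, 2 TCP genes and 5 organ growth genes passed, with medians of 0.55 and 0.67, and TCP4 (adjusted p = 0.135), TCP5 (0.0823), TCP10 (0.156), TCP17 (0.298) and NGA1 (0.109, all from limma) did not. TCP17 also lost its call after median-centring or cyclic loess and without any one array other than SL replicate 3, and NGA1 and MUTE did without SL replicate 2.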

Functional groups over-represented and specifically up-regulated in the ‘Pf’ vs. ‘SL’ comparison included (1) shoot development (GO:0048367) (2), cotyledon development (GO:0048825) (3), leaf development (GO:0048366) and (4) leaf morphogenesis (GO:0009965) (Figure 4B). 

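Genes of phenylalanine metabolism went both ways in Pf, and the STP and SUC sugar carriers that passed the test fell. TYDC (At4g28680), an aromatic amino acid decarboxylase, had a log2 difference of -2.35 between Pf and SL (SE 0.19, n = 3 and 3, adjusted p = 2.9e-04 from limma). ADT5 (At5g22630), an arogenate dehydratase of phenylalanine synthesis, had one of -2.22 (SE 0.22, adjusted p = 6.26e-04 from limma). The list held 13 genes chosen for phenylalanine synthesis or the steps between phenylalanine and phenylethanol. Of these, 4 were down-regulated: TYDC, ADT5, ADT6 (At1g08250, -0.98) and SUR1 (At2g20610, -0.70), which also stood on the aliphatic glucosinolate list. The 2 up-regulated genes were TT of Table 1 and ADT2 (At3g07630, 0.42), and the counts were the same when adjusted over the list alone. This list had a median of 0.01, turning to -0.06 with median-centred arrays, a mean of -0.24 and a set test that pointed down (camera of limma, adjusted p = 0.331). Of 15 monosaccharide and sucrose carriers of the STP and SUC families, 4 were down-regulated and none up, or 5 and 1 when adjusted over the list alone (median -0.16, camera of limma, adjusted p = 0.179). The 4 were SUC3 (At2g02860, -1.03), SUC4 (At1g09960, -0.65), STP1 (At1g11260, -0.55) and SUC1 (At1g71880), whose SE was 0.19 and adjusted p = 0.00664 from limma. In the array set block fit the adjusted p from limma was 0.0561 for ADT6, 0.122 for SUR1, 0.319 for ADT2, 0.0534 for SUC1 and 0.122 for STP1. STP1 and ADT2 also lost their calls after cyclic loess, and left-out single arrays ended those of STP1 (5 of 8 arrays), ADT2 (6 of 8) and SUR1 (SL replicate 1 or Pf replicate 2).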

We also identified a few processes that are not overrepresented but include key candidate genes: (5) L-phenylalanine metabolism (GO:0006558), (6) carbohydrate transport (GO: 0034219), (7) lipid transport (GO:0006869), (8) transmembrane transport (GO:0055085), (9) wax biosynthesis (GO:0006633) and (10) fatty acid biosynthesis (GO:0010025) (Figure 4B). Altogether our results suggest that pseudoflower development involves extensive reprogramming of shoot and leaf development, synthesis of volatiles, and changes to the host cell surface. These modifications are consistent with the phenotypes noted in pseudoflowers, notably stem elongation, clustering of morphologically altered leaves that are covered by nectar-like substances and that emit a distinct scent [5].

We propose that the differentially regulated biological processes mentioned above constitute key processes involved in the remarkable developmental changes that take place in *P* *. monoica* -induced pseudoflowers. Our data confirms previous observations that suggest *P* *. monoica* manipulates the host to generate novel pseudofloral structures rather than exploiting existing floral machinery [5]. 

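Flowers expressed the floral genes strongly, and pseudoflowers did not. AP3, which with PI specifies petals and stamens, was 5.89 higher in F than in SL on the log2 scale (SE 0.15, n = 2 and 3, adjusted p = 2.71e-07 from limma), and Pf lay below F by a log2 difference of -6.13. PI was 4.46 and SEP3 5.41 above SL in F, and Pf lay below F with differences of -4.33 and -4.97. MYB21 (At3g27810), which acts in stamens and nectaries, was 5.74 higher in F than in SL (SE 0.13, adjusted p = 1.45e-07 from limma) and CRC (At1g69180), needed for carpels and nectaries, 4.04 higher. Of 20 floral organ identity genes, 13 were up-regulated in F over SL and 1, AGL6 (At2g45650, -0.62), down, and 14 were lower in Pf than in F with none higher, all the same when adjusted over the list alone. The list's median was 1.34 for F vs SL (camera of limma, adjusted p = 7.65e-14, and adjusted p = 0.0334 with an estimated correlation) and -1.52 for Pf vs F (camera of limma, adjusted p = 5.36e-11, and adjusted p = 0.0555 with an estimated correlation). Of 17 tapetum and pollen wall genes, 13 were up-regulated in F (14 when adjusted over the list alone) and 13 were lower in Pf than in F (13 when adjusted over the list alone). Their medians were 2.05 and -1.94 (camera of limma, adjusted p = 2.76e-18 and 2.83e-12, and 0.0334 and 0.0555 with an estimated correlation, by which Pf vs F did not pass). ATA20 (At3g15400), an anther protein, was 5.43 higher in F than in SL and GRP19 (At5g07550), a pollen coat protein, 4.96 higher. The 8 nectary genes gave 5 up and 1, PIN6 (-0.70), down in F vs SL (6 and 1 when adjusted over the list alone) and 5 lower in Pf than in F (5 when adjusted over the list alone), with medians of 3.82 and -3.50 (camera of limma, adjusted p = 3.17e-09 and 3.3e-07, and again 0.0334 and 0.0555 with an estimated correlation). AGL6 lost its call with array set as a block (adjusted p = 0.0945 from limma), after cyclic loess, and without SL replicate 1 or 3, either F replicate or Pf replicate 1. The paper presents its data as bearing out earlier observations. From these it has been proposed that the rust makes the host form new structures and does not draw on floral machinery already present.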

Among the key biological processes related to host cell development and metabolism that are altered in *P* *. monoica* -induced pseudoflowers (‘Pf’) compared to uninfected stems and leaves (‘SL’), we selected 31 candidate genes (20 up-regulated, and 11 down-regulated) and classified them into nine groups for detailed discussion in the following sections (Table 1).

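All 31 genes of Table 1 passed the limma threshold in Pf vs SL in the direction the table gives, 20 up and 11 down. In each of the 31, the 3 Pf arrays lay entirely on one side of the 3 SL arrays, as they did in 12143 of all 30361 genes, against the 10% that chance gives for 3 against 3. In F vs SL, 13 of the 31 changed in the same direction and 15 did not pass. The sugar exporter gene SWEET15, the wax ester synthase gene WSD7 and the sesquiterpene synthase gene TPS21 went the opposite way there. In the direct comparison of Pf with F, 20 of the 31 passed in the direction of their Pf vs SL change and 8 did not pass. With array set as a block, the differences from F of TCP2, TCP3, RTFL2, SEP4, PNF, GH3.2 and PGP2 were among those that no longer passed. So were those of WAG2, cwINV1, SWEET15, TT and TPS10, and that of SUS4 changed sign. FIL, ABCG13 and DCR, a leaf polarity factor, a cuticle transporter and a cutin enzyme, were up-regulated in Pf over SL and stood higher still in F, though none of the 3 differences from F passed with array set as a block. The study chose these genes on these samples, so their count is not independent evidence. Of the 31, 21 passed with array set as a block, and AMP1, CYP78A5, PHV, ICU4, FT, TAA1, WSD7, cwINV1, SWEET15 and TPS10 did not. Rank Products called 25, all but AMP1, PHV, QRT2, KNAT1, WSD7 and DCR, and limma called 28 with an absolute log2 difference of at least 1, all but QRT2, WSD7 and DCR.

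**Figure D3:**
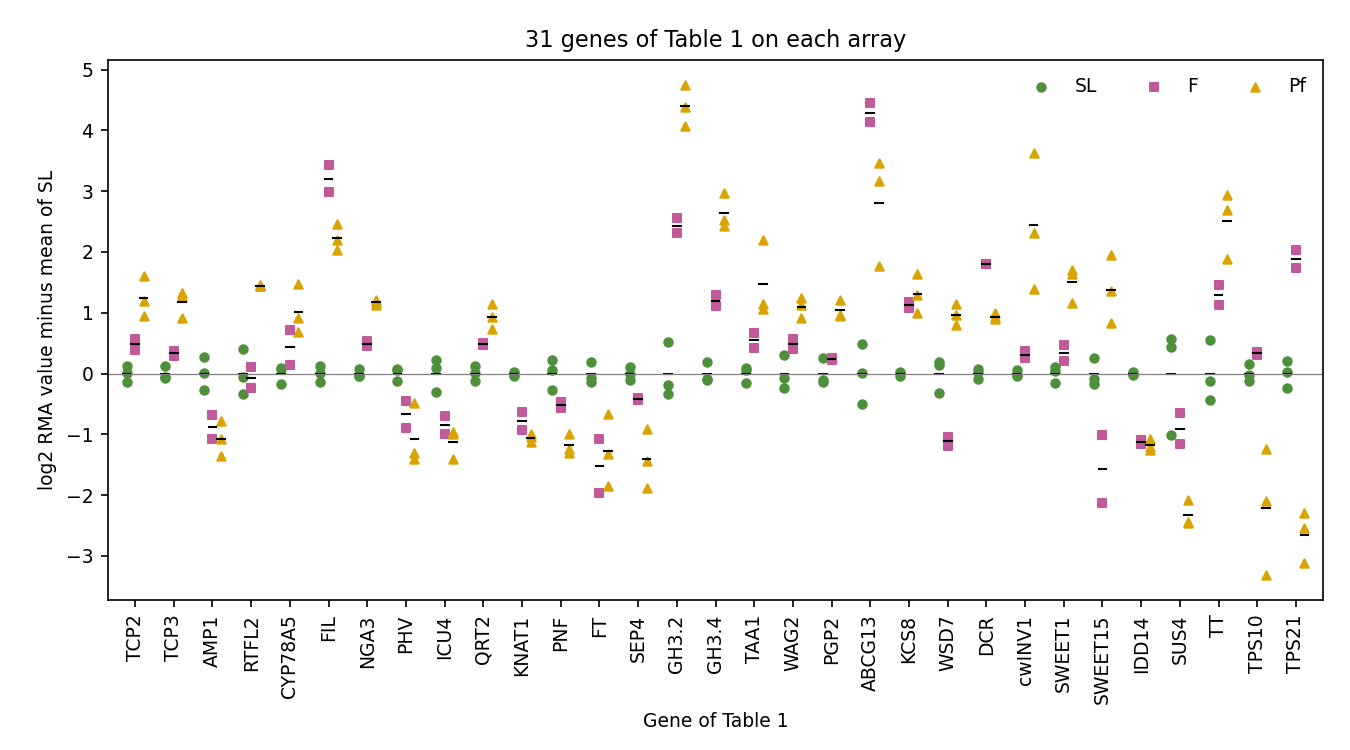
Log2 RMA value of each array minus the mean of the 3 SL arrays (y axis) for the 31 genes of Table 1 (x axis). Circles are SL, squares F and triangles Pf arrays, short lines are group means, and in every gene the Pf arrays lie entirely above or below the SL arrays.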

### De-differentiation of infected mesophyll cells

Our findings indicate that in order to alter leaf development and produce pseudoflowers, *P* *. monoica* appears to induce the de-differentiation of host cells. 

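A pair of CIN-type regulators of leaf growth, TCP2 (At4g18390) and TCP3 (At1g53230), were more than doubled in Pf over SL. TCP2 lies on chromosome 4 of TAIR10, the A. thaliana genome build of the paper's tables, from 10163212 to 10164309. Its log2 RMA value was 12.29 ± 0.33 (SD, n = 3) in Pf and 11.04 ± 0.13 (SD, n = 3) in SL, a difference of 1.25 (SE 0.17, adjusted p = 0.00177 from limma). TCP3, on chromosome 1 from 19850260 to 19851435, measured 11.83 ± 0.23 (SD, n = 3) in Pf and 10.66 ± 0.11 (SD, n = 3) in SL, a difference of 1.17 (SE 0.13, adjusted p = 9.48e-04 from limma). In F neither passed, with 0.48 for TCP2 (adjusted p = 0.145 from limma) and 0.33 for TCP3 (adjusted p = 0.207 from limma). Pf exceeded F by 0.76 for TCP2 (adjusted p = 0.0174 from limma) and by 0.84 for TCP3 (adjusted p = 0.00474 from limma). Both of these differences from F lost their calls with array set as a block (adjusted p = 0.292 and 0.15 from limma), and that of TCP2 did without either F replicate.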

We observed up-regulation of the *TEOSINTE BRANCHED1, CYCLOIDEA*, and *PCF TRANSCRIPTION FACTORS* (*TCP*) *2* (*TCP2*, At4g18390) and *3* (*TCP3*, At1g53230) genes in pseudoflowers (Table 1 and Figure 4B). These transcription factors are involved in maintaining undifferentiated cells in the shoot apical meristem (SAM) and in coordinating differentiation in leaf organs [17,18]. In addition, we noted the down-regulation of *ALTERED MERISTEM PROGRAMMING1* (*AMP1*, At3g54720) that acts to promote cell differentiation [19,20] (Table 1 and Figure 4B). 

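AMP1, a carboxypeptidase that limits the size of the shoot meristem, was down-regulated in both Pf and F. It lies on chromosome 3 of TAIR10 from 20254852 to 20257815. The log2 RMA value was 9.16 ± 0.28 (SD, n = 3) in Pf, 9.36 ± 0.29 (SD, n = 2) in F and 10.24 ± 0.27 (SD, n = 3) in SL. The log2 difference from SL was -1.07 in Pf (SE 0.19, adjusted p = 0.00544 from limma) and -0.88 in F (adjusted p = 0.0285 from limma), and Pf and F were not told apart (difference -0.20, adjusted p = 0.532 from limma). Once array set was a block, the difference in Pf was -0.80 and did not pass (adjusted p = 0.0811 from limma), and the call in F was lost without any one of SL replicates 1 and 2 and F replicates 1 and 2.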

Mutations in *AMP1* in *A. thaliana* leads to increased leaf initiation, reduced leaf and stem size, and apical dominance [19]. Therefore, up-regulation of *TCPs* and down-regulation of *AMP1*, could promote de-differentiation of infected mesophyll cells. De-regulation of these genes may also prevent branching of leaves growing in the upper part of the stem (cauline leaves) by suppression of lateral shoot development, thereby maintaining apical dominance in stems bearing pseudoflowers (Figure 1B).

### Alteration of the rate of cell proliferation

Pseudoflowers consist of modified leaves differing in size and shape relative to uninfected *B* *. stricta* leaves (Figure 1). Cell proliferation and cell expansion processes of leaf morphogenesis are required to produce the final leaf shape [21], and these processes might be altered by *P* *. monoica* to achieve pseudoflower morphogenesis. 

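RTFL2 (At2g29125), a small peptide of the ROTUNDIFOLIA4 family that acts on cell number in leaves, was up-regulated in Pf and not in F. The gene lies on chromosome 2 of TAIR10 from 12523472 to 12523819. It measured 10.71 ± 0.01 (SD, n = 3) in Pf, 9.20 ± 0.25 (SD, n = 2) in F and 9.27 ± 0.37 (SD, n = 3) in SL on the log2 scale. Pf exceeded SL by 1.44 (SE 0.18, adjusted p = 0.00143 from limma) and F by 1.51 (adjusted p = 0.00158 from limma), while F differed from SL by -0.07 (adjusted p = 0.921 from limma). The excess of Pf over F was 0.91 with array set as a block and no longer passed (adjusted p = 0.0733 from limma).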

In accordance, we found up-regulation of the *ROTUNDIFOLIA-LIKE2* (*RTFL2*, At2g29125) gene in pseudoflowers (Table 1 and Figure 4B). Overexpression of *ROTUNDIFOLIA4* (*ROT4*), a homolog of *RTFL2* decreases cell numbers specifically in the leaf-length direction resulting in shortened and rounded leaves in *A. thaliana* [22,23] suggesting that this gene may regulate cell proliferation during pseudoflowers morphogenesis.

### Alteration of coordinated organ growth and symmetry

Many plants have an outcrossing (allogamy) reproduction strategy and their reproductive success depends on pollinators [24]. The size and architecture of floral organs determines flower shape and attractiveness towards insect visitors [24]. Analogous to allogamous plants, the rust fungus *P* *. monoica* also relies on pollinators [5,8]. We observed symmetrically arranged flower-like leaves at the top of the pseudoflowers (Figure 1B), suggesting that *P* *. monoica* alters the growth of individual leaves to produce the characteristic pseudofloral structures. 

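CYP78A5 (KLUH, At1g13710), a cytochrome P450 that promotes the growth of leaves and floral organs, was about doubled in Pf over SL. On chromosome 1 of TAIR10 it spans 4702932 to 4704592. Its log2 RMA value was 13.12 ± 0.40 (SD, n = 3) in Pf, 12.53 ± 0.40 (SD, n = 2) in F and 12.10 ± 0.15 (SD, n = 3) in SL. The difference of Pf from SL was 1.02 (SE 0.22, adjusted p = 0.0115 from limma), that of F from SL was 0.43 (adjusted p = 0.349 from limma), and Pf and F were not told apart (0.59, adjusted p = 0.103 from limma). This difference from SL was 1.19 with array set as a block and did not pass (adjusted p = 0.0543 from limma).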

Consistent with this hypothesis, the cytochrome P450 monooxygenase *KLUH/CYP78A5* (At1g13710) gene was up-regulated in pseudoflowers (Table 1 and Figure 4B). *KLUH/CYP78A5* promotes leaf and floral organ growth [25], particularly by coordinating the growth of individual flower organs, and contributing to uniformity of flower size and symmetry [26]. Our results suggest *CYP78A5* may coordinate the symmetry of pseudofloral leaf clusters (Figure 1B), an important visual cue known to attract pollinators [27,28].

### Alteration of vascular patterning and phyllotaxy

The dramatic morphological alterations in pseudoflowers (Figure 1B) imply the establishment of specific vascular bundle and leaf patterns. Several transcription factors controlling these processes were differentially expressed in pseudoflowers: the *INCURVATA4* (*ICU4*, At1g52150) and *PHAVOLUTA* (*PHV*, At1g30490) genes were down-regulated, whereas the *FILAMENTOUS FLOWER* (*FIL*, At2g45190) and *NGATHA3* (*NGA3*, At1g01030) genes were up-regulated (Table 1 and Figure 4B). 

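Of the HD-ZIP III family of transcription factors, 4 of 5 genes fell in Pf, and the lower-side leaf factor FIL and the growth factor NGA3 rose. ICU4 (chromosome 1 of TAIR10, 19409913 to 19413961) measured 13.47 ± 0.25 (SD, n = 3) in Pf and 14.59 ± 0.28 (SD, n = 3) in SL, a log2 difference of -1.12 (SE 0.18, adjusted p = 0.00342 from limma). PHV (chromosome 1, 10796328 to 10800744) measured 12.65 ± 0.50 (SD, n = 3) and 13.72 ± 0.10 (SD, n = 3), a difference of -1.07 (SE 0.23, adjusted p = 0.0125 from limma). FIL (chromosome 2, 18628450 to 18630552) rose by 2.23 in Pf (SE 0.16, adjusted p = 1.58e-04 from limma) and by 3.21 in F (adjusted p = 1.47e-05 from limma). NGA3 (chromosome 1, 11864 to 12940) rose by 1.17 in Pf (SE 0.09, adjusted p = 2.9e-04 from limma) and by 0.49 in F (adjusted p = 0.0157 from limma). All HD-ZIP III genes but PHB (At2g34710, -0.14) fell in Pf, 4 of 5 and the same 4 when adjusted over the list alone, with REV (At5g60690, -0.65) and the vascular regulator ATHB8 (At4g32880, -0.94) beside ICU4 and PHV. The family's median was -0.94, or -0.81 with array set as a block (camera of limma, adjusted p = 0.00362, and adjusted p = 0.481 with an estimated correlation), and as 2 of its members were chosen by the study it is not independent evidence. In F the family's median was -0.67 (camera of limma, adjusted p = 0.00278, and adjusted p = 0.280 with an estimated correlation), with ICU4 (-0.84, adjusted p = 0.0247 from limma) and ATHB8 (-1.71, adjusted p = 0.00102 from limma) down, and genes of the secondary cell wall had medians of -1.96 in Pf and -2.66 in F. Of 9 genes of abaxial, or lower-side, identity, FIL and YAB2 (At1g08465, 0.73) rose and none fell, or 3 and 1 when adjusted over the list alone (median 0.23, camera of limma, adjusted p = 0.566). After blocking by array set ICU4 (-0.81, adjusted p = 0.0524 from limma) and PHV (-0.95, adjusted p = 0.119 from limma) did not pass. PHV also lost its call without SL replicate 2, and ICU4 and NGA3 lost their calls in F without any one of SL replicates 1 and 2 and F replicates 1 and 2.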

*ICU4* encodes ATHB-15, an HD-ZIP III transcriptional factor required for shoot apical meristem patterning and stem vascular differentiation [29]. *A. thaliana icu4* mutants display an abnormal arrangement of leaves due to impaired shoot apical meristem development, producing paired leaves along the stem and axillary shoots [29]. *PHV* encodes another HD-ZIP III transcriptional factor involved in specification of the upper (adaxial) surface of leaves [30]. *FIL* is a member of the YABBY family of transcriptional regulators required for vascular differentiation, specifically in the abaxialization of leaves [31]. Transgenic *A. thaliana* plants expressing *FIL* form filamentous leaves with mainly abaxial looking tissues [31]. Over-expression of *NGA3* in transgenic plants results in apical dominance and alters flower phyllotaxy. It also causes abnormal arrangement of leaves in the stem axis, longer, darker, and narrower rosette leaves, as well as a flattened stem [32]. Overall, the down-regulation of master transcriptional regulators of leaf development, *ICU4, PHV* and up-regulation of *FIL* and *NGA3* could contribute to the altered vascular pattering and morphology of leaves in pseudoflowers [5] (Figure 1B).

### Inhibition of flower differentiation and maturation

The formation of pseudoflowers is likely to involve the inhibition of floral signals and floral organ development in the host. Accordingly, five genes involved in the flowering transition were differentially expressed in pseudoflowers: *FLOWERING LOCUS T* (*FT*, At1g65480), *KNOTTED-LIKE1* (*KNAT1*, At4g08150), *POUND-FOOLISH* (*PNF*, At2g27990) and *SEPATALLA4* (*SEP4*, At2g03710) genes were down-regulated, whereas the *QUARTER2* (*QRT2*, At3g07970) gene was up-regulated (Table 1 and Figure 4B). 

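Of the 5 genes, FT and KNAT1 fell in both Pf and F, and neither passed in Pf vs F. SEP4 and PNF were lower in Pf than in either SL or F. FT (chromosome 1 of TAIR10, 24331510 to 24333689) measured 9.80 ± 0.59 (SD, n = 3) in Pf, a log2 difference of -1.28 from SL (SE 0.30, adjusted p = 0.0179 from limma). SEP4 (chromosome 2, 1129622 to 1131628), which acts in floral meristems, measured 10.92 ± 0.49 (SD, n = 3) in Pf and 12.32 ± 0.10 (SD, n = 3) in SL, a difference of -1.40 (SE 0.21, adjusted p = 0.00281 from limma). PNF (chromosome 2, 11921540 to 11923902), a homeodomain partner of KNOX proteins, had a difference of -1.18 (SE 0.15, adjusted p = 0.00134 from limma), and KNAT1 (chromosome 4, 5147969 to 5150610) one of -1.06 (SE 0.11, adjusted p = 6.63e-04 from limma). QRT2 (chromosome 3, 2541006 to 2543370), a polygalacturonase, rose by 0.93 (SE 0.13, adjusted p = 0.00181 from limma). Pf lay below F for SEP4 (log2 -0.99, adjusted p = 0.016 from limma) and PNF (log2 -0.66, adjusted p = 0.0186 from limma), and not measurably for FT (0.24, adjusted p = 0.639 from limma). PNY (At5g02030), the paralog of PNF, did not pass in Pf vs SL (-0.11, adjusted p = 0.477 from limma). Of 15 shoot meristem and KNOX genes, 4 fell, namely KNAT1, PNF, the meristem gene STM (At1g62360, -1.02) and KNAT2 (At1g70510, -0.57), and 3 rose, AS1 (At2g37630, 0.90), which represses KNOX genes, ATH1 (At4g32980, 0.82) and CUC1 (At3g15170, 0.47), the same counts when adjusted over the list alone. Of 15 flowering time genes, 4 rose, SPL5 (At3g15270, 0.99), FD (At4g35900, 0.72), TFL1 (At5g03840, 0.54) and SPL4 (At1g53160, 0.40), and 2 fell, FT and GI (At1g22770, -0.38), or 5 and 3 when adjusted over the list alone. Neither list moved as a whole (medians 0.04 and 0.06, or -0.02 and -0.01 with median-centred arrays, mean of the KNOX list -0.12, camera of limma, adjusted p = 0.566 and 0.687). FT lost its call without SL replicate 1 or 2 and with array set as a block (adjusted p = 0.131), as did KNAT2 (0.588), CUC1 (0.126), SPL5 (0.0759), TFL1 (0.0631), SPL4 (0.0783) and GI (0.103, all from limma) with the block. The differences of SEP4 and PNF from F were lost without either F replicate and with the block (adjusted p = 0.144 and 0.499 from limma), and single left-out arrays ended the calls of KNAT2, CUC1, TFL1, SPL4 and GI.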

*FT* produces a mobile floral activator signal protein that moves through the phloem from induced leaves to the shoot apex where it interacts with the FLOWERING LOCUS D (FD) bZIP transcription factor to initiate transcription of floral specification genes [33,34]. Down-regulation of *FT* in pseudoflowers suggests interference with the activation and transmission of floral cues, probably leading to inhibition of floral organ development in infected plants (Figure 1B). Loss of *KNAT1*, a member of the *class1 Knotted1-like homeobox* (*KNOX*) family of transcriptional regulators, results in reduced growth of floral pedicels, internodes and the style during reproductive growth [35,36]. *PNF* and its paralog *PENNYWISE* (*PNY*, At5g02030) encode for BEL1-like homeobox (BLH) proteins that regulate inflorescence internode patterning [37,38] and are also required for floral formation mediated by *FT* [39]. *Arabidopsis* *pny pnf* double mutants initiate compact shoots that fail to respond to flowering signals and subsequently never form flowers [37]. Together with other MADS-box transcription factors, *SEP4* plays a central role in floral meristem and floral organ identity [40]. *A. thaliana sep4* single mutants do not exhibit visible phenotypes, but when all four members of the *SEP* gene family (*sep1 sep2 sep3 sep4*) are mutated, plants show a conversion of floral organs to leaf-like organs [40]. As opposed to these four transcription factors, *QRT2*, which encodes a polygalacturonase involved in cell division, was up-regulated in pseudoflowers (Table 1 and Figure 4B). Plants over-expressing *QRT2* have flowers that do not open, atypical petals, and anthers that fail to dehisce normally [41]. Together these results suggest that the regulation of several genes involved in floral organ differentiation and maturation could potentially act in conjunction to inhibit flower formation in infected plants (Figure 1B). We hypothesize that inhibition of flowering could prolong the lifespan of *P* *. monoica* infected plants, benefiting the parasite at the expense of host plant fitness and reproductive success [5].

### Alteration of auxin homeostasis

Pseudoflowers consist of clusters of elongated stems that bolt from infected rosettes and almost never reach flowering. Changes in the regulation of plant host hormones involved in organogenesis may contribute to the formation of these dense flower-like clusters. Accordingly, we found that genes involved in various mechanisms that control auxin homeostasis were up-regulated in pseudoflowers. Among these are the *TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS1* (*TAA1*, At1g70560) gene that is essential for Trp-dependent indole-3-acetic acid (IAA) biosynthesis [42] and the *IAA-AMIDO SYNTHASE2* (*GH3.2*, At4g37390) and *4* (*GH3.4*, At1g59500), which are involved in the production of IAA conjugates to regulate the level of active auxin inside the plant [43] (Table 1 and Figure 4B). Also, we identified two genes that were up-regulated as involved in auxin-transport and auxin-mediated organogenesis processes: *P-GLYCOPROTEIN2* (*PGP2*, At4g25960) that encodes a protein with homology to PGP1 known to mediate hypocotyl growth [44,45] and *protein serine/threonine AGC KINASE WAG2* (At3g14370) that positively regulates cotyledon formation [46] (Table 1 and Figure 4B). 

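The auxin-conjugating enzymes GH3.2 and GH3.4 showed some of the largest rises in Pf, and the auxin biosynthesis gene TAA1 rose less. GH3.2 (chromosome 4 of TAIR10, 17579722 to 17581768) measured 13.31 ± 0.34 (SD, n = 3) in Pf and 8.91 ± 0.46 (SD, n = 3) in SL, a log2 difference of 4.40 (SE 0.24, adjusted p = 9.42e-05 from limma), or 21.1 fold. GH3.4 (chromosome 1, 21854493 to 21856614) measured 11.80 ± 0.29 (SD, n = 3) and 9.16 ± 0.17 (SD, n = 3), a difference of 2.64 (SE 0.16, adjusted p = 1.04e-04 from limma). Both were also up-regulated in F, GH3.2 by 2.43, and Pf exceeded F by 1.97 (adjusted p = 0.00179 from limma) and 1.44 (adjusted p = 0.00114 from limma). TAA1 (chromosome 1, 26604894 to 26607319) rose by 1.47 in Pf (SE 0.27, adjusted p = 0.00595 from limma), against 0.55 in F (adjusted p = 0.327 from limma). Of 8 auxin conjugation genes, 3 rose in Pf, these 2 and GH3.1 (At2g14960, 0.59), and none fell, or 4 when adjusted over the list alone. Their median was 0.63, or 0.57 with array set as a block (camera of limma, adjusted p = 0.00568, and adjusted p = 0.481 with an estimated correlation). Auxin biosynthesis gave 4 of 13 genes up and none down, TAA1, YUC4 (At5g11320, 0.44), YUC10 (At1g48910, 0.44) and YUC5 (At5g43890, 0.34), or 5 up when adjusted over the list alone (median 0.30, camera of limma, adjusted p = 0.09). In F 5 of the 8 conjugation genes rose over SL and none fell. Their median there was 1.28 (camera of limma, adjusted p = 2.44e-06, and adjusted p = 0.148 with an estimated correlation). Between Pf and F the conjugation list was not called (median -0.24, camera of limma, adjusted p = 0.808). The study chose GH3.2, GH3.4 and TAA1 on these samples, so neither list is independent evidence for Pf. Among 8 auxin response genes only IAA29 (At4g32280) rose, by 1.08 (SE 0.10, adjusted p = 4.71e-04 from limma), also when adjusted over the list alone (median 0.10, camera of limma, adjusted p = 0.528). TAA1 did not pass with array set as a block (1.38, adjusted p = 0.0691 from limma), nor did GH3.1 (0.235), YUC4 (0.148), YUC10 (0.0849) or YUC5 (0.309), and the difference of GH3.2 from F was then 1.18 (adjusted p = 0.0874, all from limma). The calls of GH3.1 and the 3 YUC genes were also lost after cyclic loess and without SL replicate 1 or 2.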

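PGP2 and the kinase gene WAG2 rose in Pf, while several carriers that move auxin between cells fell. PGP2 (chromosome 4 of TAIR10, 13177438 to 13183425), an ABC transporter, measured 10.97 ± 0.14 (SD, n = 3) in Pf and 9.93 ± 0.22 (SD, n = 3) in SL, a log2 difference of 1.04 (SE 0.13, adjusted p = 0.00148 from limma). WAG2 (chromosome 3, 4798026 to 4799468), a kinase that directs auxin carriers, measured 11.34 ± 0.17 (SD, n = 3) and 10.25 ± 0.28 (SD, n = 3), a difference of 1.09 (SE 0.16, adjusted p = 0.00235 from limma). Its relative WAG1 (At1g53700) rose by 0.77 (SE 0.12, adjusted p = 0.00293 from limma). The influx carrier LAX3 (At1g77690) had a log2 difference of -0.76 (SE 0.10, adjusted p = 0.00141 from limma) and AUX1 (At2g38120) one of -0.65. Of 15 auxin transport genes, 4 rose, with PIN7 (At1g23080, 0.56) as the fourth, and 6 fell, or 5 and 6 when adjusted over the list alone. The list's median was -0.33 and its mean -0.02 (camera of limma, adjusted p = 0.566). Pf exceeded F by 0.80 for PGP2 (adjusted p = 0.00574 from limma) and 0.60 for WAG2 (adjusted p = 0.0331 from limma), and neither difference passed with array set as a block (adjusted p = 0.213 and 0.71 from limma), nor did that of WAG2 without SL replicate 2, either F replicate or Pf replicate 1 or 3. With the block 3 listed genes passed as up and 2 as down, and PIN7 (adjusted p = 0.0936) and AUX1 (0.222, both from limma) also did not pass, and AUX1 lost its call without any one of SL replicates 1 and 2 and Pf replicates 1 and 2.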

Up-regulation of genes involved in auxin-mediated organogenesis could contribute to stem elongation and growth of leaves in pseudoflowers [5] (Figure 1B).

### Activation of wax biosynthesis and cutin transport

Plants under water deficit show decreased stem elongation [47] and restricted formation and number of leaves due to increased leaf senescence [48]. To help prevent water loss under stressful conditions some plants secrete and accumulate waxes in the surface of the leaves [49]. We found in pseudoflowers the up-regulation of key genes involved in wax and cutin biosynthesis and transport in *A. thaliana* leaves and stems: *WDS7* (At5g12420), a homolog of the *Wax Ester Synthase/AcylCoA*:*diacylglycerol acyltransferase1* (*WSD1*), 3-*ketoacyl-CoA synthase8* (*KCS8*, At2g15090), and *DEFECTIVE IN CUTICULAR RIDGES/PERMEABLE LEAVES3* (*DCR/PEL3*, At5g23940) (Table 1 and Figure 4B). 

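KCS8, WSD7 and DCR were each up-regulated in Pf over SL. KCS8 (chromosome 2 of TAIR10, 6542336 to 6543781), which elongates fatty acids, measured 11.06 ± 0.33 (SD, n = 3) in Pf and 9.75 ± 0.04 (SD, n = 3) in SL, a log2 difference of 1.31 (SE 0.15, adjusted p = 0.00115 from limma), and rose in F by 1.13 (adjusted p = 0.00336 from limma). WSD7 (chromosome 5, 4024568 to 4026715), a wax ester synthase, rose by 0.97 in Pf (SE 0.16, adjusted p = 0.00386 from limma) and fell in F (log2 -1.11, adjusted p = 0.00394 from limma), and Pf exceeded F by 2.08 (adjusted p = 1.78e-04 from limma). DCR (chromosome 5, 8076616 to 8079677), a cutin acyltransferase, rose by 0.94 in Pf (SE 0.09, adjusted p = 6.34e-04 from limma) and by 1.81 in F (adjusted p = 2.22e-05 from limma). Of 16 cutin genes 8 rose in Pf and 1, the fatty acid hydroxylase CYP86A7 (At1g63710, -1.35), fell, or 9 and 2 when adjusted over the list alone. ABCG32 (At2g26910), a cutin precursor exporter, rose by 0.89 (SE 0.12, adjusted p = 0.00176 from limma) and BDG1 (At1g64670) by 0.62. The cutin list's median was 0.57, or 0.50 with array set as a block, when 5 genes passed as up and 1 as down (camera of limma, adjusted p = 0.0104, and adjusted p = 0.481 with an estimated correlation). Of 19 wax genes 4 rose, KCS8, WSD7, the regulator MYB96 (At5g62470, 0.89) and KCS10 (At2g26250, 0.32), and KCS9 (At2g16280, -0.51) fell, or 5 and 1 when adjusted over the list alone (median 0.09, camera of limma, adjusted p = 0.389). In F 8 of the 16 cutin genes rose over SL and 1 fell. Their median there was 0.49 (camera of limma, adjusted p = 8.33e-06, and adjusted p = 0.148 with an estimated correlation). Between Pf and F the cutin list was not called (median -0.42, camera of limma, adjusted p = 0.1165). The study chose 2 genes each of the cutin and wax lists on these samples, so the lists are not independent evidence. Under the array set block WSD7 (0.78, adjusted p = 0.0581), MYB96 (0.0626), KCS10 (0.172) and KCS9 (0.148, all from limma) did not pass in Pf vs SL. The calls of KCS10 and KCS9 also ended without any one of 7 of the 8 arrays, and that of KCS10 with median-centred arrays and that of KCS9 after cyclic loess.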

In *A. thaliana*, *WSD7* homolog, *WSD1*, is a wax synthase required for stem wax ester biosynthesis [50], *KCS8* is a component of the fatty acid elongase complex required for the synthesis of epicuticular waxes in leaves [51], and *DCR* encodes a putative acyltransferase required for the incorporation of the monomer 9(10),16-dihydroxy-hexadecanoic acid into the cutin polymeric structure of young expanding leaves and flowers [52]. In addition, we observed the up-regulation of *ATP-binding-cassette (ABC*)* transporters superfamily G13* (*ABCG13*, At1g51460) (Table 1 and Figure 4B) that mediates secretion and transport of cuticular lipids in flower organ surfaces [53]. 

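ABCG13, an exporter of cuticle lipids in petals, was strongly up-regulated in Pf and further still in F. The gene lies on chromosome 1 of TAIR10 from 19077132 to 19081335. Its log2 RMA value was 12.11 ± 0.91 (SD, n = 3) in Pf, 13.61 ± 0.23 (SD, n = 2) in F and 9.31 ± 0.49 (SD, n = 3) in SL. Pf exceeded SL by 2.80 (SE 0.41, adjusted p = 0.00267 from limma) and F exceeded SL by 4.29 (adjusted p = 5.95e-04 from limma). Pf lay below F by a log2 difference of -1.49 (adjusted p = 0.0422 from limma). GPAT6 (At2g38110), an acyltransferase of flower cutin, showed a wider gap, with 4.79 in F and 0.62 in Pf over SL. The difference between Pf and F in ABCG13 lost its call without SL replicate 2 or either F replicate and with array set as a block (adjusted p = 0.133 from limma). The call of GPAT6 in Pf vs SL was lost after median-centring or cyclic loess, without any one of 6 of the 8 arrays, and with the block (adjusted p = 0.441 from limma).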

Interestingly, *ABCG13* expression and phenotypes have only been detected in true flowers [53], indicating that *P* *. monoica* induces flower-like wax metabolism in stems and leaves.

The up-regulation of wax biosynthesis genes *KCS8, DCR* and *WSD7*, and cutin transport *ABCG13*, points to changes in wax production and cutin allocation in pseudoflowers. Changes in wax composition could positively affect development and longevity of leaves and potentially benefit *P* *. monoica* by maintaining the nutrient supply. Alterations in wax composition could also improve rust spore adhesion during subsequent fertilization given that the cuticular lipid constituents of plant surfaces are known to affect germination and appressorium formation of fungal spores [54].

### Subversion of sugar metabolism

We noted that the expression of several *B* *. stricta* genes involved in sugar metabolism is altered in pseudoflowers. 

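The sugar transporter genes SWEET1 (At1g21460) and SWEET15 (At5g13170) were more than doubled in Pf over SL, while other SWEET genes fell. SWEET1 (chromosome 1 of TAIR10, 7512030 to 7513281), a glucose transporter of the plasma membrane, measured 13.70 ± 0.29 (SD, n = 3) in Pf and 12.20 ± 0.14 (SD, n = 3) in SL, a log2 difference of 1.50 (SE 0.16, adjusted p = 7.84e-04 from limma). SWEET15 (chromosome 5, 4181331 to 4183171) measured 14.87 ± 0.56 (SD, n = 3) in Pf, 1.38 above SL (SE 0.33, adjusted p = 0.0183 from limma) and 2.95 above F (adjusted p = 0.00116 from limma). SWEET16 (At3g16690) and SWEET17 (At4g15920), which move sugars across the vacuole membrane, fell (log2 -1.33 and -0.99), and so did SWEET14 (At4g25010, log2 -1.17). Of 17 SWEET genes, 6 rose and 3 fell in Pf, or 7 and 4 when adjusted over the list alone, and 2 of them are in Table 1. The list's median was 0.05, or -0.01 with median-centred arrays (camera of limma, adjusted p = 0.687). SWEET15 lost its call without SL replicate 1 or 2 and with array set as a block (1.12, adjusted p = 0.172 from limma), as did SWEET14 with the block (adjusted p = 0.0511 from limma), when 1 SWEET gene passed as up and 2 as down. With the block Pf no longer exceeded F past the threshold in SWEET15 (2.56, adjusted p = 0.0698 from limma).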

Two *SWEET* genes encoding sugar transporters, *SWEET1* (At1g21460) and *SWEET15* (At5g13170) [55], are up-regulated (Table 1 and Figure 4B), suggesting that sugar transporters might be co-opted during infection by *P* *. monoica* for nutritional gain. 

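The cell wall invertase gene cwINV1 (At3g13790) was up-regulated in Pf and did not pass the test in F. It lies on chromosome 3 of TAIR10 from 4533084 to 4535831, and its product splits sucrose outside the cell. The log2 RMA value was 11.46 ± 1.13 (SD, n = 3) in Pf, 9.32 ± 0.08 (SD, n = 2) in F and 9.01 ± 0.05 (SD, n = 3) in SL. Pf exceeded SL by 2.44 (SE 0.45, adjusted p = 0.00597 from limma) and F by 2.13 (adjusted p = 0.0147 from limma), while F differed from SL by 0.31 (adjusted p = 0.819 from limma). The nectary invertase gene cwINV4 (At2g36190) showed the reverse, with 3.99 in F (SE 0.23, adjusted p = 2.15e-05 from limma) and 0.20 in Pf (adjusted p = 0.514 from limma). Of 14 invertase and sucrose synthase genes, 4 rose in Pf, with cwINV5 (At3g13784, 0.56), cwINV2 (At3g52600, 0.50) and SUS2 beside cwINV1. The 3 that fell were the vacuolar invertase VIN2 (At1g12240, -0.89) and the sucrose synthases SUS1 (At5g20830, -1.56) and SUS4 (At3g43190, -2.32), and 6 rose and 3 fell when adjusted over the list alone. The list's median was 0.32 (camera of limma, adjusted p = 0.566), and 2 of its genes were chosen by the study. After blocking by array set cwINV1 was 2.47 above SL and did not pass (adjusted p = 0.0599 from limma), nor did its difference from F (adjusted p = 0.188 from limma), which was also lost without either F replicate. SUS2 (adjusted p = 0.0761 from limma) and cwINV2 (adjusted p = 0.169 from limma) also lost their calls with the block, cwINV2 with median-centred arrays too, and single left-out arrays ended those of cwINV2 (any SL array) and cwINV5 (SL replicate 2 or Pf replicate 1).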

*CELL wall invertase1* (*cwINV1*, At3g13790) (Table 1 and Figure 4B), which in *A. thaliana* is induced upon fungal infection [56], is also up-regulated. Cell wall invertases control plant metabolism by hydrolyzing sucrose and providing apoplastic glucose and fructose to the cells [57]. Among the *A. thaliana* cell wall invertase family, *cwINV1* and its paralog *cwINV4*, which are required for sugar accumulation during nectar production [58], are highly expressed in flowers [59]. We hypothesize that up-regulation of *cwINV1* could contribute to the production of the nectar-like substance over the surface of pseudoflowers (Figure 1B). Nectar is the principal floral reward for pollinators [60], and its production in pseudoflowers should benefit the rust pathogen [5]. Unlike the flower-expressed *cwINV4*, *cwINV1* is highly expressed in leaves [59], perhaps facilitating manipulation by the rust fungus.

Conversely, *INDETERMINATE14* (*IDD14*, At1g68130) and *SUCROSE SYNTHASE4* (*SUS4*, At5g20830) are down-regulated in pseudoflowers (Table 1 and Figure 4B). 

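IDD14 and SUS4 were down-regulated in Pf, and IDD14 fell by a like amount in F. IDD14 (chromosome 1 of TAIR10, 25532484 to 25534317), a zinc finger factor, measured 11.70 ± 0.09 (SD, n = 3) in Pf, 11.75 ± 0.05 (SD, n = 2) in F and 12.88 ± 0.03 (SD, n = 3) in SL. Its log2 difference from SL was -1.18 in Pf (SE 0.09, adjusted p = 2.9e-04 from limma) and -1.13 in F (adjusted p = 2.84e-04 from limma), with -0.05 between Pf and F (adjusted p = 0.758 from limma). Table 1 and the text give different identifiers for SUS4, and both genes fell. At3g43190, the identifier in Table 1 (chromosome 3, 15179204 to 15182577), measured 8.89 ± 0.21 (SD, n = 3) in Pf and 11.21 ± 0.87 (SD, n = 3) in SL (SE of the difference 0.37, adjusted p = 0.0036 from limma). At5g20830, the identifier in the text and named SUS1 in Table S1 (chromosome 5, 7050599 to 7054032), measured 13.01 ± 0.54 (SD, n = 3) and 14.57 ± 0.18 (SD, n = 3) (SE of the difference 0.24, adjusted p = 0.00301 from limma). For At3g43190 the difference between Pf and SL was -1.31 with array set as a block (adjusted p = 0.0211 from limma). Its difference between Pf and F, -1.41 (adjusted p = 0.0354 from limma), turned to 0.10 with the block (adjusted p = 0.863 from limma) and was lost without either F replicate, Pf replicate 1 or Pf replicate 2.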

IDD14 shares homology with IDD8, an *A. thaliana* protein with a zing finger ID-domain (IDD) that indirectly promotes flowering via transcriptional activation of *SUS4* [61]. Activation of *SUS4* regulates photoperiodic flowering through the modulation of sugar metabolism and transport [62]. *IDD14* and *SUS4* down-regulation therefore suggesting transcriptional modulation of host sugar metabolism leading to the repression of flowering, that may prolong the infected plant vegetative phase and favour *P* *. monoica* .

### Alteration of volatile organic compounds synthesis

The attraction of insect pollinators by pseudoflowers involves volatile compounds that significantly differ from the host flower fragrances [10,11]. The fragrance of *Arabidopsis* spp. flowers is predominantly composed of monoterpenes and sesquiterpenes volatile organic compounds (VOCs) [63]. 

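The terpene synthase genes TPS10 (At2g24210) and TPS21 (At5g23960) were far lower in Pf than in SL, and TPS21 was higher in F. TPS10 (chromosome 2 of TAIR10, 10294330 to 10297401) measured 10.56 ± 1.04 (SD, n = 3) in Pf, 13.12 ± 0.04 (SD, n = 2) in F and 12.78 ± 0.14 (SD, n = 3) in SL on the log2 scale. The difference of Pf was -2.22 from SL (SE 0.42, adjusted p = 0.00675 from limma) and -2.55 from F (adjusted p = 0.00552 from limma), while F was not told apart from SL (0.34, adjusted p = 0.783 from limma). TPS21 (chromosome 5, 8092969 to 8095128) measured 8.88 ± 0.42 (SD, n = 3) in Pf, 13.41 ± 0.22 (SD, n = 2) in F and 11.53 ± 0.22 (SD, n = 3) in SL. Its difference from SL was -2.65 in Pf (SE 0.21, adjusted p = 2.9e-04 from limma) and 1.88 in F (adjusted p = 0.00125 from limma), and the difference of Pf from F was -4.53 (adjusted p = 1.31e-05 from limma). At2g23960, the identifier given for TPS21 in the figures, had a log2 difference of -0.12 and did not pass (adjusted p = 0.695 from limma). With array set as a block TPS10 was -2.19 from SL (adjusted p = 0.0682 from limma) and -2.51 from F (adjusted p = 0.126 from limma), and neither passed.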

We identified two genes involved in terperne biosynthesis in *Arabidopsis* , *TERPENE SYNTHASE10* (*TPS10*, At2g24210) and 21 (*TPS21*, At5g23960), that were down-regulated in pseudoflowers (Table 1, Figure 4B and Figure 5A-B). *TPS10* encodes a β-myrcene/(*E*)-β-ocimene synthase normally expressed in flowers and leaves [63,64] and *TPS21* encodes a α-humulene/(-)-(E)-β-caryophyllene synthase expressed almost exclusively in flowers [63,65]. Down-regulation of these two *TPS* genes suggests the absence of terpene blends in pseudoflowers as shown by Raguso and Roy [10].

**Figure 5:**
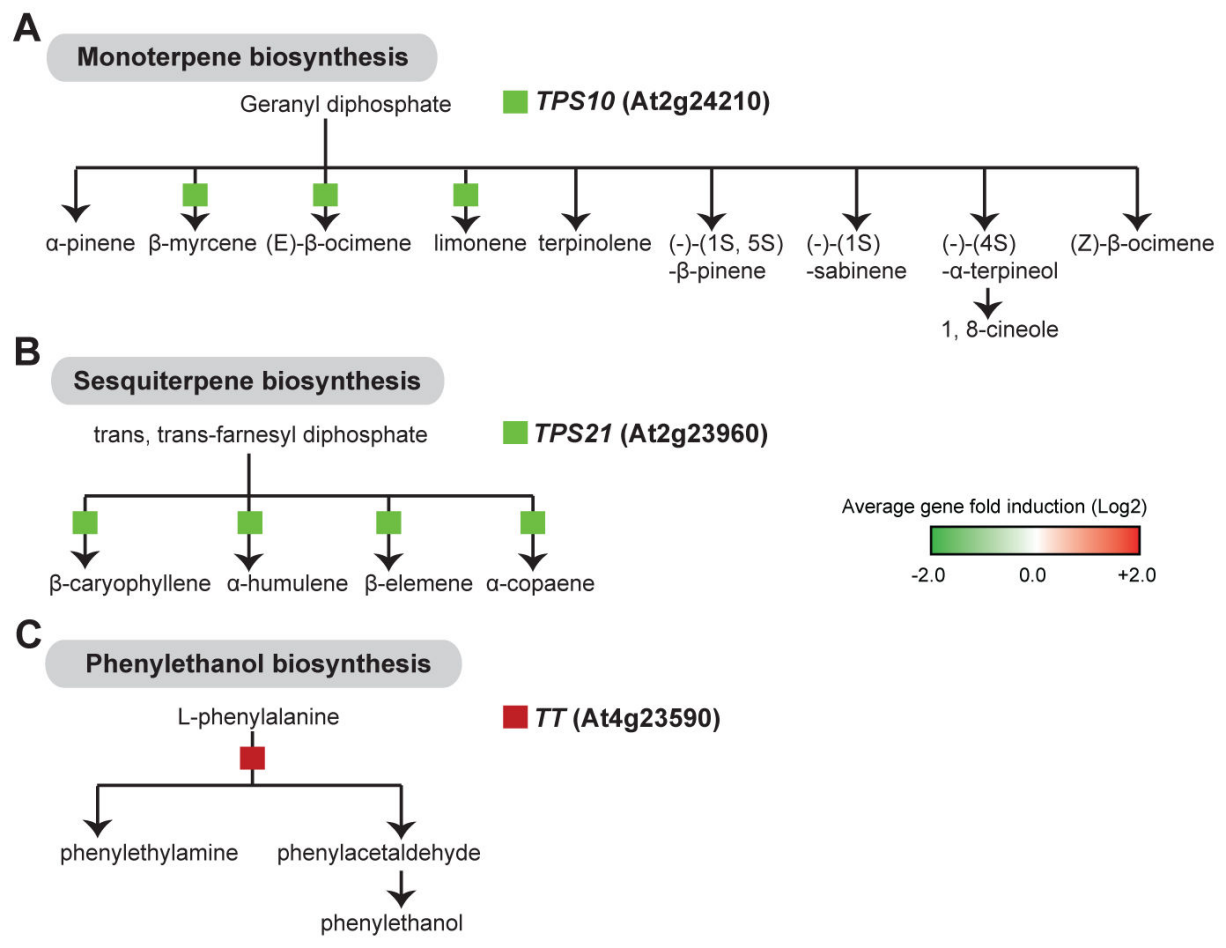
Altered expression in pseudoflowers of genes involved in the biosynthesis of aromatic compounds. (**A**) Down-regulation of genes involved in terpene (monoterpenes and sesquiterpenes) biosynthetic pathway: *TERPENE* *SYNTHASE10* (*TPS10*, At2g24210) and *21* (*TPS21*, At2g23960). (**B**) Up-regulation of genes involved in phenylethanol biosynthetic pathway: *TYROSINE* *TRANSAMINASE* enzyme encoding gene (*TT*, At4g23590). Pathway diagrams were obtained from AraCyc and PlantCyc browsers (http://plantcyc.org/). Blocks represent genes involved in the production of particular compounds within the metabolic pathway. The color of the block indicates relative gene fold induction (from green for average induction folds < 0 that indicates down-regulation to red for average induction folds > 0 that indicates up-regulation) in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) compared to uninfected *Boechera* *stricta* stems and leaves (‘SL’).

In contrast one gene involved in phenylalanine degradation was up-regulated: Tyrosine transaminase (TT, At4g23590) (Table 1, Figure 4B and Figure 5C). This pathway ultimately produces the VOCs phenylacetaldehyde and phenylethylethanol. This finding is consistent with a previous study that identified phenylacetaldehyde and phenylethylethanol as the most abundant volatiles in *Puccinia*-induced pseudoflowers [10]. 

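The tyrosine transaminase gene TT rose in both organs, and more in Pf than in F. TT lies on chromosome 4 of TAIR10 from 12307195 to 12309445, and enzymes of its kind remove the amino group of aromatic amino acids. Its log2 RMA value was 11.93 ± 0.55 (SD, n = 3) in Pf, 10.72 ± 0.24 (SD, n = 2) in F and 9.42 ± 0.51 (SD, n = 3) in SL. Pf exceeded SL by 2.50 (SE 0.31, adjusted p = 0.00133 from limma) and F exceeded SL by 1.29 (adjusted p = 0.041 from limma). The difference between Pf and F was 1.21 (adjusted p = 0.0314 from limma). It was 0.37 with array set as a block (adjusted p = 0.658 from limma) and also lost its call without SL replicate 2, either F replicate, Pf replicate 1 or Pf replicate 2. The call in F was lost without any one of SL replicates 1 and 2, F replicates 1 and 2 and Pf replicate 2.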

Phenylacetaldehyde is a well-known attractant of foraging insects [66] and has been proposed to attract pollinators in certain *Arabidopsis* ecotypes [67]. Our results are therefore consistent with the hypothesis by Raguso and Roy [10] that pseudoflowers produce fragrances by modifying host-plant metabolites.

## Conclusions

Using whole-genome expression profiling, we identified a large number of plant genes that with altered expression in *P* *. monoica* -induced pseudoflowers (‘Pf’) compared to uninfected *B* *. stricta* stems and leaves (‘SL’). We report nine major host processes related to cell development (de-differentiation of mesophyll cells, rate of cell proliferation, coordinated organ growth and symmetry, of vascular pattering and inhibition of floral organs) and to host metabolism (auxin homeostasis, host cell wax surface compound synthesis, sugar metabolism and volatile organic compounds synthesis) that appear to be re-programmed at the transcriptional level in pseudoflowers. Alterations in the expression of regulators of cell fate and auxin homeostasis genes may account for the distinctive morphology of pseudoflowers, which are essentially modified leaves [5]. Up-regulation of genes controlling stem and leaf development and individual organ symmetry may contribute to the characteristic phenotype in pseudoflowers (infected plants having elongated stems bearing modified short leaves with symmetrically arranged flower-like leaves at the top) (Figure 1B). Down-regulation of genes involved in floral organ development and floral transition may prevent the switch from the vegetative phase to flowering. Genes associated with cuticular wax production that are up-regulated in pseudoflowers could help to protect and maintain leaf longevity in stressful conditions and this could benefit *P* *. monoica* nutrient supply. Up-regulation of genes involved in sugar metabolism and transport could provide carbon sources for *P* *. monoica* , and contribute to the synthesis of nectary substances attractive to pollinators. Finally, down-regulation of terpene VOCs synthesis genes and up-regulation of phenylacetaldehyde synthesis may contribute to the distinct pseudoflower fragrance resulting in odorant cues to attract insects.

Our expression profiling experiments of *P* *. monoica* -infected pseudoflowers has provided a number of new insights into how obligate fungal pathogens manipulate both their plant and insect hosts. Our findings contribute significant insight into the dramatic morphological and physiological changes that occur in *B* *. stricta* plants infected by this rust fungus.

## Materials and Methods

### Plant material and RNA extraction

In this study we collected naturally *Pucciniamonoica* -infected *Boechera* *stricta* plants for gene expression analysis. Artificially infection of *B* *. stricta* plants with *P* *. monoica* in the laboratory is not feasible as its alternate host grass, on which *P* *. monoica* must grow to complete its life cycle, is unknown. We extracted total RNA from *P* *. monoica* -induced pseudoflowers (‘Pf’) (3 samples), uninfected *B* *. stricta* plant stems and leaves (‘SL’) (3 samples), and uninfected *B* *. stricta* flowers (‘F’) (2 samples). Tissue was collected in Gothic (2900 m) (Colorado, USA), and stored in RNA*later*® tissue collection solution (Invitrogen, Cat No. AM7020). Total RNA was extracted using TRIzol® Reagent (Invitrogen, Cat No. 15596-026) according to the manufacturer’s instructions. RNA quality and integrity were assessed prior to cDNA synthesis using the Bioanalyzer (Agilent 2100). NimbleGen microarray services were used for cDNA preparations, chip hybridizations to an *Arabidopsis thaliana* NimbleGen array design 4 x 72K (4-plex format with 72000 probes, two probes per target gene and a total of 30362 target genes, Cat No. A4511001-00-01) and subsequent normalization of the probe sets using Robust Multichip Average (RMA) [68].

### Ethics statement

Samples were collected from Gothic in a location that is about 5 miles away from the Rocky Mountain Biological Laboratory (RMBL) near Gunnison (Colorado, USA). The location used in this study is not private owned or protected and has been previously reported for sampling of *Boechera* *stricta* [69]. *B* *. stricta* is not a protected plant species in Colorado, USA. No specific permissions (for both the location and plant material) were required for the collection of the samples.

### Gene expression analysis

For the analysis of microarray data, we estimated a False Discovery Rate (FDR) for differential gene expression using the Rank Products (RP) program [15]. This program performs permutations with no data distribution assumptions and is recommended for samples obtained outside of controlled laboratory conditions [70]. We applied the RP analysis with 5000 permutations on two comparisons of samples: (i) *Pucciniamonoica* -induced pseudoflowers ‘Pf’ vs. uninfected *Boechera* *stricta* plant stems and leaves ‘SL’ and (ii) uninfected *B* *. stricta* flowers ‘F’ vs. ‘SL’. A threshold of RP FDR value < 0.05 was used to identify differentially regulated genes (up-regulated and down-regulated) in each comparison.

### Accession numbers

The NimbleGen microarray data used in this publication have been deposited on the Gene Expression Omnibus (GEO) (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO series accession number GSE41165.

### Quantitative real time PCR

Seven candidate *Arabidopsis thaliana* genes that exhibited changes in expression in *Pucciniamonoica* -induced pseudoflowers (‘Pf’) compared to uninfected *Boechera* *stricta* stems and leaves (‘SL’) in the microarray experiment were selected for validation via quantitative real time PCR (qRT-PCR). Primers were designed wherever possible to anneal at 60°C and to either sit on or amplify across an exon boundary to avoid contamination from genomic DNA using amplify v3.1 software (© Bill Engels, University of Wisconsin) (see Table S5). All amplicons were initially confirmed by agarose electrophoresis to determine if the amplicon was the predicted size and a single product. The qRT-PCR analyses were carried out in a CFX96™ real-time PCR system (Bio-Rad) instrument using the SYBR Green JumpStart Taq ready mix (Sigma, Cat No. S4438) on cDNA samples produced with the SuperScript III first-strand synthesis system kit (Invitrogen, Cat No. 18080-051) following the manufacturer’s instructions. The qRT-PCR experiments were performed with cDNAs of three tissues: pseudoflowers (‘Pf’), *B* *. stricta* flowers (‘F’) and *B* *. stricta* stems and leaves (‘SL’). To quantify the relative expression level of a particular gene, three independent qRT-PCR reactions (technical replicates) were performed on biological duplicate samples for each tissue analyzed. All data points were normalized to the internal control gene *ELONGATION FACTOR1 ALPHA* (*EF-1alpha*, At1g18070) and relative to samples collected *B* *. stricta* stems and leaves (‘SL’) using the comparative CT (ΔΔCT) method. ΔCT is defined as the difference in the cycle threshold (CT) between the gene of interest and the *EF-1alpha* control. Relative expression levels were calculated as the log_2_ ratio = log_2_ [(ΔCT of ‘Pf’ at gene X)/(ΔCT of ‘SL’ at gene X)], with ‘X’ corresponding to the gene of interest. The statistical T-test was performed using R software to determine differences between ‘Pf’ vs. ‘SL’ and ‘F’ vs. ‘SL’ group. A *P*-value < 0.05 was defined as statistically significant. To indicate the mode of regulation we used two symbols: ‘*’ for significant up-regulation and ‘^#^’ for significant down-regulation. The number of symbols indicates level of significance: one for *P* < 0.05, two for *P* < 0.01 and three for *P* < 0.001. Data is presented as average ± SEM.

### Gene Ontology (GO) enrichment and pathway analysis

A list of GO annotations for *Arabidopsis thaliana* was extracted from The *Arabidopsis* Information Resource (TAIR) database [71]. Using the BiNGO plug-in available for Cytoscape [16], over-represented groups of GO terms and functional domains were identified using a hypergeometric test with Benjamin & Hochberg False Discovery Rate (FDR) correction and a *P*-value threshold of 0.05. This test identified significantly enriched GO categories by comparing *Arabidopsis thaliana* 27822 GO annotated genes with the 1036 and 910 genes that showed significant changes in gene expression in (i) *Pucciniamonoica* -induced pseudoflowers ‘Pf’ vs. uninfected *Boechera* *stricta* stems and leaves ‘SL’ and (ii) uninfected *B* *. stricta* flowers ‘F’ vs. ‘SL’ comparisons, respectively. Using Cytoscape visualization tools we constructed a network map to illustrate significantly enriched Gene Ontology terms describing Biological Processes (GOBP) in (i) ‘Pf’ vs. ‘SL’ and (ii) ‘F’ vs. ‘SL’ comparisons, respectively. The size of the node in the network map corresponds to -log_10_ of the corrected *P*-value of enrichment within a GOBP term. In addition, snapshots of *A. thaliana* AraCyc and PlantCyc browsers (http://plantcyc.org/) were used to visualize specific metabolic pathways that were significantly regulated in ‘Pf’ vs. ‘SL’.

## Supporting Information

Table S1 **List of 1036 significantly differentially expressed genes in pseudoflowers.** 'Pf': *Pucciniamonoica* -induced pseudoflowers. 'SL': *Boechera* *stricta* uninfected stems and leaves. *False Discovery Rate (FDR) estimated using Rank Products (RP) to detect genes that are differentially expressed. Genes with RP FDR value < 0.05 are considered significant.
(XLSX)

Table S2 **List of 910 significantly differentially expressed genes in uninfected *Boechera* *stricta* flowers.** 'F': *Boechera* *stricta* uninfected flowers. 'SL': *Boechera* *stricta* uninfected stems and leaves. *False Discovery Rate (FDR) estimated using Rank Products (RP) to detect genes that are differentially expressed. Genes with RP FDR value < 0.05 are considered significant.
(XLSX)

Table S3 **List of 256 gene ontology biological processes (GOBP) enriched in pseudoflowers.** 'Pf': *Pucciniamonoica* -induced pseudoflowers. 'SL': *Boechera* *stricta* uninfected stems and leaves. ^a^Number of genes within found within the biological process. ^b^P-value showing the significance for enrichment of genes within the biological process.
(XLSX)

Table S4 **List of 199 gene ontology biological processes (GOBP) enriched in uninfected *Boechera* *stricta* flowers.** 'F': *Boechera* *stricta* uninfected flowers. 'SL': *Boechera* *stricta* uninfected stems and leaves. ^a^Number of genes within found within the biological process. ^b^P-value showing the significance for enrichment of genes within the biological process.
(XLSX)

Table S5 **Primer sequences used for qRT-PCR assay.**
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

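RNA of 3 samples of pseudoflowers (Pf), 3 of stems and leaves (SL) and 2 of flowers (F) of B. stricta was measured on 8 one-colour arrays of A. thaliana probes, 1 array per sample. The paper names TRIzol for the RNA and the sample labels name a column kit with a DNase step. The paper and the labels also give different catalogue numbers for the solution in which tissue was kept. The labels call the Pf tissue infected leaves, and the paper calls it pseudoflowers.

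For each array the authors deposited 1 linear intensity per gene, made by the array service with RMA (background correction, quantile normalization over the arrays and a summary of the probes of a gene). The version of RMA is not given in the sources used here. The deposited files also hold a score for the standard error of each intensity, which was not used in any test and was missing for 5 genes, and the number of probes of a gene as the authors give it. The series table holds the same values, with per-array medians equal to those of the array files. The paper states 1 target gene more, with 2 probes each, and the files hold 30361 genes with 1 to 3 probes. The intensities have been normalized across arrays, so the number of bright spots or the yield of each sample cannot be read from them. The median intensity of an array lay between 1408.6 and 1487.7.

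The log2 of each intensity was fitted in R 4.3.3 with limma 3.58.1 (3 group means, empirical Bayes variances with 3.91 prior degrees of freedom), and Pf vs SL, F vs SL and Pf vs F were tested with p-values adjusted by the Benjamini-Hochberg method at 0.05. Rank Products, the test of the study, was rewritten in Python 3.11.15 with numpy 2.4.6 and run with 5000 permutations at a false discovery rate of 0.05, or 500 permutations for its alternatives. Tables were handled with data.table 1.17.8 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9. Gene lists (42 lists, 597 entries, 592 genes, 1 entry not on the array) were tested with camera of limma with a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. Of the list entries, 150 are genes named in the paper's tables.

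Both tests were tested on simulated data made from the 30361 genes of these arrays with 200 changed genes, 100 per size. For Pf vs SL limma recovered 72% of genes changed by a log2 difference of 1 and 93% of those changed by 2, with 5 false calls, and for F vs SL 67% and 91%, with 4 false calls. Rank Products recovered 86% and 100% for Pf vs SL with 87 false calls, and 48% and 100% for F vs SL with 51.

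The genes named in the text followed a rule: every gene that the paper names with an identifier, the 10 largest rises and 10 largest falls of each comparison among genes with an adjusted p below 0.05 from limma and groups that do not overlap, and for each list up to 4 members with the largest absolute log2 difference and those needed to complete a count of 5 or fewer. The log2 values of Tables S1 and S2 had been seen when the rule and the lists were written. GRF2 and TCP4 fall outside this rule and were chosen after their values were seen. Coordinates are those of Tables S1 and S2, on A. thaliana TAIR10.

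Alternatives were a block for replicate number, a block for array set, a random block for the plant number in the array names (correlation 0.1935, statmod 1.5.0), array weights, only the 2 groups compared, median-centred arrays, cyclic loess, no genes among the dimmest 30%, 16 added to each intensity, a variance trend with robust fitting, the series table, an absolute log2 difference of at least 1, Rank Products, and each array left out in turn. A field number is shared by some F and SL arrays, and whether they came from one plant is not given in the sources used here. The quantitative PCR of the study was not analysed here, and the result of 1 listed gene is not reported here.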

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

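The tests of array set, normalization, rust RNA, tissue share and other splits below were chosen after the results were seen. The list tests were planned, but the log2 values of the paper's tables, from these same arrays, had been seen by then. Of the members, 18 of 21 secondary cell wall genes and 12 of 19 lignin genes are named in the paper's text or tables. The tests of those lists are therefore not independent evidence.

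Between the comparisons with SL, 157 genes went opposite ways, up-regulated in one and down-regulated in the other. Their difference between Pf and F follows from how they were chosen. In the direct comparison of Pf with F, which the paper did not make, limma called 8202 genes, 4734 higher in Pf and 3468 lower. With median-centred arrays these were 4228 and 3790, and after cyclic loess 3839 and 3913. The count was 1079 with array set as a block (449 higher and 630 lower), 3391 without F replicate 1 and 3157 without F replicate 2.

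Flavonoid and anthocyanin genes differed between the organs: 1 of 17 was higher in Pf than in F and 9 lower (1 and 12 when adjusted over the list alone), with a median of -0.6205 (camera of limma, adjusted p = 7.34e-06, and adjusted p = 0.624 with an estimated correlation). When array set was a block 5 passed as lower and none as higher, with a median of -0.43. LDOX lay lower in Pf than in F by a log2 difference of -4.35 and UF3GT (At5g54060), an anthocyanin xylosyltransferase, by one of -1.76. Aliphatic glucosinolate genes, which make defence compounds from methionine, differed as well, with 2 of 13 higher and 7 lower in Pf than in F, the same when adjusted over the list alone, and a median of -0.6697 (camera of limma, adjusted p = 0.00262, and adjusted p = 0.624 with an estimated correlation). With that block 2 passed as lower and none as higher.

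The paper's text does not discuss glucosinolate, photosynthesis, lignin or secondary cell wall genes. Against SL, 7 of the 13 aliphatic glucosinolate genes fell in Pf and 1, CYP83A1 (At4g13770, 0.64), rose, the same when adjusted over the list alone. Their median was -0.618 (camera of limma, adjusted p = 0.00762, and adjusted p = 0.481 with an estimated correlation), or -0.68 with array set as a block, when 3 passed as down and none as up. MAM1 (At5g23010), which lengthens the methionine chain, had a log2 difference of -2.12 (SE 0.33, adjusted p = 0.00308 from limma) and FMOGSOX1 (At1g65860), an oxygenase of the side chain, one of -1.63 (SE 0.23, adjusted p = 0.00228 from limma). CYP83A1 lost its call without SL replicate 1 or 2 or Pf replicate 2, and with the block (adjusted p = 0.168 from limma).

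Of 24 nuclear photosynthesis genes 4 fell in Pf and none rose, RBCS2B (At5g38420, -1.89), LHCB5 (At4g10340, -0.43), PSBO1 (At5g66570, -0.40) and LHCB2.1 (At2g05100, -0.38), the same 4 when adjusted over the list alone. Their median was -0.1247 (camera of limma, adjusted p = 0.0389, and adjusted p = 0.744 with an estimated correlation), and the list was not called after cyclic loess (adjusted p = 0.502 from camera of limma). None of the 4 passed with array set as a block. In F over SL the photosynthesis genes fell further, with 7 of 24 down and none up (17 down when adjusted over the list alone). Their median there was -0.47 (camera of limma, adjusted p = 7.45e-07, and adjusted p = 0.2045 with an estimated correlation). Of 9 reference genes used for quantitative PCR, SAND (At2g28390, -0.57) fell and none rose, the same when adjusted over the list alone, with a median of -0.2464 (camera of limma, adjusted p = 0.0276, and adjusted p = 0.481 with an estimated correlation). The reference list was not called after cyclic loess (adjusted p = 0.181 from camera of limma), and SAND did not pass with the block (adjusted p = 0.0848 from limma).

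Lignin genes fell in Pf in 16 of 19 cases with none up (18 when adjusted over the list alone), with a median of -0.9926 (camera of limma, adjusted p = 1.44e-11, and adjusted p = 0.481 with an estimated correlation), or -0.71 with array set as a block, when 5 passed as down. LAC4 (At2g38080), a laccase that links lignin units, had a log2 difference of -2.39 (SE 0.32, adjusted p = 0.0017 from limma). Lignin genes also fell in F over SL, 18 of 19 with none up (19 when adjusted over the list alone). Their median there was -1.27 (camera of limma, adjusted p = 5.8e-17, and adjusted p = 0.184 with an estimated correlation). Between Pf and F the lignin list was not called (median 0.28, camera of limma, adjusted p = 0.219). Secondary cell wall genes fell in 17 of 21 cases with none up (19 down and 1 up when adjusted over the list alone), with a median of -1.9647 (camera of limma, adjusted p = 3.54e-13, and adjusted p = 0.481 with an estimated correlation), and 12 passed as down with the block. CESA8 (At4g18780), a cellulose synthase of secondary walls, had a log2 difference of -2.93 (SE 0.38, adjusted p = 0.00159 from limma), SND1 (At1g32770), a master regulator of fibres, one of -2.60 (SE 0.29, adjusted p = 9.6e-04 from limma), and MYB58 (At1g16490), a lignin regulator, one of -2.37 (SE 0.19, adjusted p = 2.9e-04 from limma).

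For the lower secondary cell wall genes, the tables argue against array set and a shift with intensity as the whole cause. The median was -1.8058 with array set as a block and -1.9042 after cyclic loess. Photosynthesis genes moved by a median of -0.1247 only, but the normalization equalises the arrays and so would remove an even thinning by rust RNA. That median therefore cannot decide on rust RNA. A smaller share of xylem and fibre cells in Pf cannot be told apart from regulation within cells, as the tissue collected is the group itself. SL held stems with leaves, and the labels call the Pf tissue infected leaves. The median of the secondary cell wall list was also low in F over SL, at -2.66, so the fall was not particular to Pf. The 5 phloem markers had a median of -0.3224, with SUC2 (At1g22710) at 0.41, APL (At1g79430) at 0.39, SEOR2 (At3g01670) at -0.32, PP2-A1 (At4g19840) at -0.36 and SEOR1 (At3g01680) at -0.51, and none was called in Pf vs SL (2 up and 1 down when adjusted over the list alone, camera of limma, adjusted p = 0.911).

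Of the 31 genes of Table 1, 10 lost their calls with array set as a block, which sets the 3 Pf arrays against SL replicate 3. The log2 differences kept a median ratio of 0.9228 to those without the block, and no gene changed direction. For the 10 genes the median absolute log2 difference went from 1.199 to 1.154 and the median SE from 0.250 to 0.373. The SE grew in each of the 10, and in 8 the difference also shrank, most in ICU4 (ratio 0.723), AMP1 (0.745), WSD7 (0.805) and SWEET15 (0.810). The ratio was lowest for SUS4 (0.566). An effect of array set cannot be told apart here, as the study chose these genes on these arrays. In all 31 the Pf arrays lay apart from every SL array, including the 1 that the block leaves. The direction with the block was therefore fixed by the choice, and a ratio near 1 is not independent evidence. No biological explanation was tested.

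More genes were called up than down in Pf vs SL (57%), but among calls with an absolute log2 difference of at least 1 only 38.4% were up-regulated. A small shift with intensity left by the normalization may therefore account for the excess of up-regulated calls, which median-centring and cyclic loess turned into an excess of down-regulated ones. Rust RNA binding to the probes stays open: the 27 proteins most conserved with fungi had a median of -0.0417 and a mean of 0.00, with 3 up and 3 down (1 and 1 with array set as a block), the same 3 and 3 when adjusted over the list alone (camera of limma, adjusted p = 0.752), and the median was 0.01 after cyclic loess. The 3 up were the histone H3 genes H3.1A (At1g09200), H3.1C (At5g10400) and H3.1E (At5g65360), and the 3 down were TUA2 (At1g50010), ACT8 (At1g49240) and TUB4 (At5g44340). Of the 10 splits of the 6 Pf and SL arrays into 3 and 3, 1 gave as many calls, the real one with 6997, and the highest other gave 0, and 10 splits are too few for a share under 0.05.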

How the results depend on the processing

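Every alternative was planned, and the cause of a change was not tested unless named. With array set as a block limma called 2970 genes in Pf vs SL, 1079 in Pf vs F and 587 shared between the comparisons with SL, and with a block for replicate number 2214 in F vs SL, 4607 in Pf vs F and 778 shared. Deviations of arrays from their group means gave no sign that replicate numbers pair the samples. Across genes these deviations correlated at -0.36 for SL1 with F1 and 0.17 for SL2 with F2. For SL with Pf they correlated at -0.03 (replicate 1), -0.14 (replicate 2) and -0.23 (replicate 3). With 2 F arrays the deviations of F1 and F2 mirror each other. Array weights gave 11112, 7118 and 2784 for Pf vs SL, F vs SL and shared genes. An absolute log2 difference of at least 1 gave 978, 1384, 1689 (Pf vs F) and 304, as fewer genes can pass, and Rank Products 928, 804, 600 and 225. List tests called 11, 16 and 12 lists, and 0, 3 and 0 with an estimated correlation.

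Leaving out 1 array at a time gave 3456 (without SL replicate 2) to 6646 genes in Pf vs SL, 1669 (without F replicate 2) to 4660 in F vs SL, 3157 (without F replicate 2) to 8908 in Pf vs F and 624 to 1518 shared, and for Rank Products 390 to 5.3e+02 and 144 to 336. Without F replicate 1 the Pf vs F count was 3391. A lone F array was assumed to vary like the other groups. Counts by limma stayed within 1.5 times under the other alternatives (5051 to 7069 for Pf vs SL).

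Pf vs F reversed with array set as a block for SUS4 (At3g43190), to 0.0986, and At5g15970, to 0.0367 (adjusted p = 0.863 and 0.934 from limma). With the block, Pf vs F is the difference of Pf from SL replicate 3 less that of F from SL replicates 1 and 2. The reversals therefore come from how SL replicate 3 differed from SL replicates 1 and 2, and why it differed was not tested. Of 701 called or tested results for named genes, 410 kept their direction and side of the threshold with that block, 282 lost the call, 7 gained one and 2 reversed. The number of arrays limits the precision, and dim genes lie nearest the background.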

Differences from the paper's values

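The log2 differences of the 31 genes of Table 1 equal the paper's, while the Rank Products false discovery rate (FDR) of 4 of them differs by more than 1.5 times. For FIL the paper's FDR is 9.33E-05 and the value here 5.33e-05. For GH3.4 the paper's is 2.86E-05 and the value here 0. For cwINV1 the paper's is 4.29E-05 and the value here 2.86e-05, and for SUS4 the paper's is 4.39E-04 and the value here 0.000678. The FDRs of single genes were compared with the paper's under the main setting only, so whether another setting removes the difference was not tested.

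Of the 1036 genes in the paper's Table S1, 928 were called by Rank Products here. Among the 31 genes of Table 1, 6 lay just past the FDR of 0.05 in Pf vs SL: AMP1 (0.0511), PHV (0.0512), QRT2 (0.051), KNAT1 (0.055), WSD7 (0.0553) and DCR (0.055). All 6 were called by limma. The paper's count of 1036 genes for Pf vs SL stands beside 928 here, and its 910 for F vs SL beside 804, both at its stated FDR. All 928 are in the paper's Table S1 with the same direction, and limma called 988 of the 1036. The copy of Table S2 used here holds 909 genes. A log2 value was counted as differing where it lay further from the paper's than the larger SD of that gene among the SL or the Pf arrays, so genes with a wide SD can move further without being counted. By this rule 10 log2 values of Table 1 differ under array set as a block (RTFL2, NGA3, ICU4, PNF, GH3.2, WAG2, PGP2, DCR, SUS4 and TT), and 1 does after cyclic loess (KNAT1, -0.97). Some other genes moved further but within their SD, such as AMP1 (-0.80 with the block and -1.19 after cyclic loess) and ABCG13 (2.31 with the block).

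The paper gives At5g20830 for SUS4 in the text and At3g43190 in its table. It gives At5g23960 for TPS21 in the text and At2g23960 in its figures, and only the first fell in Pf.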

Other observations

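Genes of camalexin synthesis, a defence compound made from tryptophan, had the highest median of the 42 lists in Pf, though the list passed only with another scaling. CYP71A12 (At2g30750), a cytochrome P450 of the pathway, rose by 2.62 over SL (SE 0.31, n = 3 and 3, adjusted p = 0.00124 from limma), CYP79B2 (At4g39950) by 1.18, GSTF6 (At1g02930) by 1.25 and PAD3 (At3g26830) by 0.49, and the regulator WRKY33 (At2g38470) fell (log2 -0.62). That is 4 up and 1 down of 7 (5 and 1 when adjusted over the list alone), with a median of 1.18, or 0.98 with array set as a block (camera of limma, adjusted p = 0.066, and 0.0318 with median-centred arrays, 0.0481 after cyclic loess and 0.488 with an estimated correlation). With the block CYP79B2 (adjusted p = 0.0796), GSTF6 (0.171) and WRKY33 (0.165, all from limma) did not pass, and single left-out arrays ended the calls of PAD3, GSTF6 and WRKY33. Salicylic acid defence gave 1 up, ALD1, and 2 down of 15, EDS1 (At3g48090, -0.68) and PAD4 (At3g52430, -0.61), or 2 and 3 when adjusted over the list alone (median -0.18, camera of limma, adjusted p = 0.464). Neither EDS1 nor PAD4 passed with the block (adjusted p = 0.0536 and 0.174 from limma). Jasmonate and ethylene defence gave 4 up of 18, the chitinase PR3 (At3g12500, 0.78), VSP2 (At5g24770, 0.57), ORA59 (At1g06160, 0.55) and JAZ10 (At5g13220, 0.51), and 2 down, OPR3 (At2g06050, -0.87) and JAZ5 (At1g17380, -0.93), or 6 and 4 when adjusted over the list alone. Its median was -0.11, its mean 0.01 and its set test pointed up (camera of limma, adjusted p = 0.9989). With the block the median was 0.16, PR3 kept its call, and VSP2 (adjusted p = 0.0703), ORA59 (0.0768), JAZ10 (0.195), OPR3 (0.0671) and JAZ5 (0.174, all from limma) did not. The calls of JAZ10, OPR3 and JAZ5 were also lost without any one of several arrays, SL replicate 2 and Pf replicate 1 among them.

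Among pigment and plastid genes, 3 carotenoid genes of 13 fell in Pf and none rose, PDS (At4g14210, -0.98), an early desaturase, LCYB (At3g10230, -0.73) and BCH2 (At5g52570, -0.64), the same 3 when adjusted over the list alone (median -0.21, camera of limma, adjusted p = 0.102). Chlorophyll synthesis gave 3 down of 12, CHLM (At4g25080, -0.64), CAO (At1g44446, -0.56) and CHLH (At5g13630, -0.51), and HEMA1 (At1g58290, 0.40) up, the same when adjusted over the list alone (median -0.20, camera of limma, adjusted p = 0.249). Senescence and chlorophyll breakdown gave NAP and the nuclease BFN1 (At1g11190, 0.54) up and RCCR (At4g37000, -0.33) down of 12, or 3 and 2 when adjusted over the list alone (median 0.11, camera of limma, adjusted p = 0.566). Expansin and XTH genes, which loosen walls, gave 4 up of 17, XTH6, EXPA1, EXPA3 (At2g37640, 0.78) and EXPA10 (At1g26770, 0.73), and 2 down, XTH4 (At2g06850, -1.24) and XTH22 (At5g57560, -0.93), or 4 and 5 when adjusted over the list alone, with a median of -0.16, a mean of 0.15 and a set test pointing up (camera of limma, adjusted p = 0.966). With array set as a block LCYB (adjusted p = 0.0575), BCH2 (0.0983), CHLM (0.199), CHLH (0.139), HEMA1 (0.125), RCCR (0.129), EXPA10 (0.0533), XTH4 (0.175) and XTH22 (0.212, all from limma) lost their calls, and the others kept theirs. Without SL replicate 2 the calls of CHLM, CHLH, HEMA1, BFN1, RCCR, XTH4 and XTH22 were lost as well.

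Hormone and storage lists did not move as a whole in Pf. Abscisic acid and cold genes gave 3 up of 18, the dehydrin RAB18 (At5g66400, 2.32), KIN1 (At5g15960, 0.77) and COR47 (At1g20440, 0.50), and CBF1 down, the same when adjusted over the list alone (median 0.06, or -0.00 with median-centred arrays, camera of limma, adjusted p = 0.9989). Cytokinin genes gave CKX3 (At5g56970, 0.59) up and CKX5 (At1g75450, -1.06), ARR9 (At3g57040, -0.99) and ARR15 (At1g74890, -0.66) down of 12, the same when adjusted over the list alone (median -0.15, camera of limma, adjusted p = 0.389). Gibberellin genes gave GID1B (At3g63010, 0.78), GA2OX2 (At1g30040, 0.70), GA20OX2 (At5g51810, 0.48) and GA20OX3 (At5g07200, 0.45) up and GA2OX1 down of 13, or 4 and 2 when adjusted over the list alone (median 0.09, or -0.03 after cyclic loess, camera of limma, adjusted p = 0.671). Starch genes gave the amylases BAM5 (At4g15210, 0.36) up and BAM3 (At4g17090, -0.42) down of 15, the same when adjusted over the list alone (median -0.07, camera of limma, adjusted p = 0.687). With array set as a block RAB18 (adjusted p = 0.0622), CBF1, ARR15 (0.0562), GID1B (0.105), GA20OX2 (0.0649), GA20OX3 (0.051), BAM5 (0.212) and BAM3 (0.205, all from limma) lost their calls. Without SL replicate 2 those of CKX5, GID1B, GA20OX2, GA20OX3, BAM5 and BAM3 were lost as well.

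In flowers, 8 of 18 cell division genes rose over SL and none fell (13 when adjusted over the list alone, median 0.66, camera of limma, adjusted p = 1.28e-06, and adjusted p = 0.282 with an estimated correlation), but 2 passed without SL replicate 3 and the same number with array set as a block. Secondary cell wall genes fell in F in 19 of 21 cases (19 when adjusted over the list alone, median -2.66, camera of limma, adjusted p = 1.81e-21, and adjusted p = 0.184 with an estimated correlation). Flavonoid genes rose in 6 of 17 cases with none down (8 when adjusted over the list alone, camera of limma, adjusted p = 9.46e-05, and adjusted p = 0.307 with an estimated correlation), and carotenoid genes fell in 8 of 13 (8 down and 1 up when adjusted over the list alone, median -0.59, camera of limma, adjusted p = 0.00177, and adjusted p = 0.307 with an estimated correlation), or 4 without SL replicate 3 or with the block.

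Genes encoded in the organelles were read separately. Of 67 chloroplast-encoded genes, 32 were lower in F than in SL and none higher, with a median of -1.02, or -0.74 with array set as a block. NDHA (AtCg01100), a subunit of the NDH complex, had a log2 difference of -2.72 (SE 0.51, n = 2 and 3, adjusted p = 0.00921 from limma), and its call was lost without F replicate 2. The median log2 value of 94 mitochondrial genes was 13.20 on the array of SL replicate 3, against 10.83 to 12.02 on the other 7. Between Pf and SL 14 of them were higher and none lower, with a median of -0.30, or -0.68 with array set as a block, which compares Pf with SL replicate 3 alone.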
